# Administration of Tamoxifen Can Regulate Changes in Gene Expression during the Acute Phase of Traumatic Spinal Cord Injury

**DOI:** 10.3390/cimb45090472

**Published:** 2023-09-13

**Authors:** Eibar E. Cabrera-Aldana, Yalbi I. Balderas-Martínez, Rafael Velázquez-Cruz, Luis B. Tovar-y-Romo, Rosalba Sevilla-Montoya, Angelina Martínez-Cruz, Claudia Martinez-Cordero, Margarita Valdés-Flores, Monica Santamaria-Olmedo, Alberto Hidalgo-Bravo, Gabriel Guízar-Sahagún

**Keywords:** spinal cord injury, transcriptome, tamoxifen, gene expression, inflammatory response

## Abstract

Traumatic spinal cord injury (SCI) causes irreversible damage leading to incapacity. Molecular mechanisms underlying SCI damage are not fully understood, preventing the development of novel therapies. Tamoxifen (TMX) has emerged as a promising therapy. Our aim was to identify transcriptome changes in the acute phase of SCI and the effect of Tamoxifen on those changes in a rat model of SCI. Four groups were considered: (1) Non-injured without TMX (Sham/TMX-), (2) Non-injured with TMX (Sham/TMX+), (3) injured without TMX (SCI/TMX-), and (4) injured with TMX (SCI/TMX+). Tamoxifen was administered intraperitoneally 30 min after injury, and spinal cord tissues were collected 24 h after injury. Clariom S Assays Array was used for transcriptome analysis. After comparing Sham/TMX- versus SCI/TMX-, 708 genes showed differential expression. The enriched pathways were the SCI pathway and pathways related to the inflammatory response. When comparing SCI/TMX- versus SCI/TMX+, only 30 genes showed differential expression, with no pathways enriched. Our results showed differential expression of genes related to the inflammatory response after SCI, and Tamoxifen seems to regulate gene expression changes in *Ccr2* and *Mmp12*. Our study contributes data regarding the potential value of tamoxifen as a therapeutic resource for traumatic SCI during the acute phase.

## 1. Introduction

Traumatic spinal cord injury (SCI) causes irreversible tissue damage, generating permanent motor, sensory, and autonomic system impairment [1]. SCI is primarily caused by traffic accidents [2] and it remains one of the most challenging and demanding conditions to manage [3]. To date, pharmacological therapies remain controversial [4]. SCI has a complex pathophysiology that is not fully understood, preventing the development of more effective therapeutic strategies. During the acute phase of the injury, the primary lesions include traumatic physical wounding, breakdown of the vasculature, disruption of the blood–spinal cord barrier, and acute reaction with resident immune cells. Next, secondary lesions can be observed as demyelination, impaired neurotransmission, immune cell infiltration, neuronal apoptosis, and glial scar formation [5]. Therefore, the strategic medical management of SCI has involved the use of drugs that mitigate the acute phase’s secondary injury and minimize neuronal damage [6] caused by molecules such as cytokines and chemokines, which can have a toxic effect on neurons [7]. Drugs approved for the treatment of neuroinflammation include glucocorticoids such as methylprednisolone (MP). However, MP has side effects and it remains an option under current research [8]. 

Emerging evidence suggests differences in neurologic recovery after SCI between sexes [9] and in the neuroprotection that occurs after trauma [10]. These effects seem to be related to sex hormones. Recent studies in animal models of CNS trauma and stroke have demonstrated a beneficial effect induced by estrogens, progesterone, and human chorionic gonadotropin [11,12,13,14]. Nevertheless, adverse effects associated with hormone therapy have also been reported [15]. However, it has been shown that molecules binding to estrogen receptors can have neuroprotective functions, similar to those of estrogens but without adverse effects. Tamoxifen (TMX) is a nonsteroidal selective estrogen receptor modulator that has recently been found to induce neuroprotection in experimental SCI models. Previous studies in rodent models of SCI have shown that TMX can improve motor function; nevertheless, the molecular bases at the gene expression level of this positive effect remain unexplored [16,17,18]. The molecular mechanisms underlying the neuroprotective effect of TMX are not fully elucidated. The effects of TMX have been divided into two broad categories, genomic and non-genomic. Genomic effects are related to the binding of TMX to the estrogen receptors (ERs) and subsequent transcription of key genes, e.g., VEGF transcription seems to be triggered by ERs favoring blood supply at the injured zone [19]. The non-genomic effect may or may not involve the ERs, e.g., TMX can interfere with the MAPK signaling in an ERs-independent fashion [20].

The aim of this study was to identify the transcriptome changes occurring in the acute phase of SCI, and the effect of Tamoxifen on those changes using a rat model of traumatic SCI. Our hypothesis was that TMX could regulate the changes in gene expression after SCI. Furthermore, we performed a bioinformatic analysis to unravel the molecular pathways enriched during the acute phase of SCI with and without TMX treatment. Our results showed differential expression of genes related to the inflammatory response after SCI. Changes in gene expression of most of the genes involved in the inflammatory response were not affected after TMX treatment. Nevertheless, two relevant genes were downregulated after TMX treatment, *Ccr2* and *Mmp12*. In addition, we explored the spinal cord edema response to TMX by determining the amount of water content at the injury site.

## 2. Materials and Methods

### 2.1. Animal Model

Forty-four adult male, 269–365 g Long–Evans rats were used in this study. After surgery, all animals were housed in individual cages in a 12 h light/dark cycle under controlled temperature and humidity. A standard diet based on rat chow and water was provided ad libitum. Because TMX is a selective estrogen receptor modulator, we chose to work with male rather than female rats to avoid the competition for the receptor of TMX with endogenous female estrogens.

Experiments were performed in compliance with the local guidelines for the use and care of laboratory animals (NOM-062-ZOO-1999 Mexico) and the International Guide for the Care and Use of Laboratory Animals. All procedures were approved by the animal care committees at the National Institute of Rehabilitation of Mexico and the Institute “Proyecto CAMINA”. All efforts were made to minimize animal pain and discomfort and to reduce the number of animals used.

### 2.2. Study Groups

Animals were allocated to one of the two experiments as follows, one group (n = 24) for transcriptomic analysis and the second group (n = 20) for edema quantification.

For the transcriptome analysis, 24 animals were randomly assigned into four subgroups: (1) Non-injured without TMX administration (Sham/TMX-) (n = 6), (2) Non-injured with TMX administration (Sham/TMX+) (n = 6), (3) Injured without TMX administration (SCI/TMX-) (n = 6), and (4) Injured with TMX administration (SCI/TMX+) (n = 6). One sample from the Sham/TMX- group and one from the SCI/TMX- group was discarded due to low-quality RNA. Therefore, the groups were as follows: (1) Sham/TMX- (n = 5), (2) Sham/TMX+ (n = 6), (3) SCI/TMX- (n = 5), and (4) SCI/TMX+ (n = 6).

For the determination of tissue edema, 20 animals were randomly assigned into four subgroups: (1) Sham/TMX- (n = 5); (2) Sham/TMX+ (n = 5); (3) SCI/TMX- (n = 5); and (4) SCI/TMX+ (n = 5).

### 2.3. Injury and Postsurgical Care

Traumatic SCI was induced as previously described [21]. Briefly, animals were anesthetized with a mixture of ketamine (80 mg/kg) and xylazine (8 mg/kg) i.m. Next, a laminectomy was performed under aseptic conditions to expose the dorsal surface of the dural sac at the ninth thoracic (T9) level of the spine. The rats were positioned in the stereotactic frame by clamping the T8 and T10 spinous processes to inflict the injury. The SCI consisted of a lesion by contusion using the New York University weight-drop device (MASCIS impactor) by dropping a 10 g rod from a height of 50 mm, resulting in an injury of severe intensity. After causing the lesion, the wound was sutured in layers. Non-injured (sham) animals only underwent soft tissue surgery without laminectomy or SCI. Intramuscular tramadol (5 mg/kg) was administered perioperatively to prevent pain. Neurogenic bladder handling was performed by manual expression twice a day.

### 2.4. Neurological Assessment after SCI

Hind limb motor function was assessed as soon as the animals recovered from anesthesia using the locomotor rating scale from the Basso, Beattie, and Bresnahan open field test to ensure the effectiveness of the establishment of the injury [22]. The injury was considered successful when the animals showed flaccid bilateral paralysis of the hindlimbs and an absence of spontaneous movements and somatic reflexes at the tail.

### 2.5. Preparation and Administration of TMX

A suspension of TMX (T5648, Sigma-Aldrich, Saint Louis, MO, USA) was prepared by mixing each dose (5 mg/kg) in the vehicle (ethyl alcohol 100 μL + corn oil 1 mL). To achieve a homogenous mix, the suspension was prepared by heating the mixtures at 50 °C in a water bath for 5 min, followed by vortex agitation for 10 s three times. Rats received a single intraperitoneal dose of tamoxifen or vehicle 30 min after SCI or sham surgeries.

### 2.6. Collection and Processing of Spinal Cord Tissues

For transcriptome analysis, 24 h after spinal surgery, rats were euthanized with an overdose of intraperitoneal sodium pentobarbital (PISA, Mexico City, México) to collect spinal cord tissue. A 20 mm long spinal cord segment centered at the site of injury or equivalent in sham rats was removed and placed on a cooled plate, and then the dura matter was removed. Next, the spinal cord was sagittally divided into two similar segments, weighed, and cryopreserved at −80 °C until use.

For the determination of tissue edema, a segment of 1 cm of the spinal cord containing the lesion was weighed on an analytical scale. Next, tissues were placed on a hot plate (75 °C) for 4 h and weighed again. The tissue water content was calculated as follows:

WC = [(mwet − mdry)/mwet] × 100

where WC is the water content (in percentage of the mass), mwet is the mass of the fresh wet tissue, and mdry is the mass after the tissue was desiccated, as we also described previously [21].

### 2.7. RNA Extraction and Purification

Frozen tissues were homogenized using a Kinematica™ Polytron™ PT2500E desktop homogenizer (Fisher Scientific, Pittsburgh, PA, USA). Total RNA was extracted from homogenized tissues using the TRIzol (Invitrogen) method following the manufacturer’s recommendations. RNA concentration and integrity were obtained using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Only samples with RNA Integrity Number (RIN) ≥ 7 were used for transcriptome analysis. 

### 2.8. Microarray Hybridization

Transcriptional profiles were analyzed using the Clariom S Assays Array (Thermo Fisher, Waltham, MA, USA) following the manufacturer’s instructions. Briefly, 200 ng of total RNA was converted to complementary DNA, labeled with the SensationPlus^TM^ FFPE Amplification and WT Labelling Kit (Affymetrix, Santa Clara, CA, USA), and hybridized on the array, which detects both mRNA and lncRNA. Arrays were washed, stained, and scanned using a Genechip Scanner 3000 7G (Affymetrix, Santa Clara, CA, USA). 

### 2.9. Bioinformatic Analysis

Microarray data were analyzed using R software version 4.1.0 [23] and Bioconductor version 3.13 [24]. Quality analysis was performed using the affycoretools package version 1.64 [25]. The data were normalized with the Robust Multichip Analysis (RMA) function of the oligo package version 1.56 [26], and for the differential analysis of gene expression, we used the limma package version 3.48.3 [27], using a linear model based on the Bayes empirical method [28]. Gene annotation was performed using the package pd.clariom.s.rat version 3.14.1 [29]. Representative data were considered significant if the *p* value was < 0.05, and log2FC > 0.7 or log2FC < −0.7 for TMX contrasts (SCI/TMX+ versus SCI/TMX- and Sham/TMX+ versus Sham/TMX-), and for SCI contrast (SCI/TMX- versus Sham/TMX- and, SCI/TMX+ versus Sham/TMX+) adjusted *p* value < 0.05, and log2FC > 1 or log2FC < −1.

The microarray data are available at the GEO database (https://www.ncbi.nlm.nih.gov/geo/, accessed on 5 September 2023), with the ID GSE229618.

### 2.10. Functional Enrichment Analysis

Functional enrichment analysis was performed using the g:GOSt tool through g:Profiler (https://biit.cs.ut.ee/gprofiler/gost 5 September 2023). This tool maps genes to known functional information sources and detects statistically significantly enriched terms [30]. The databases used for the enrichment analysis were WikiPathways (https://www.wikipathways.org/ 5 September 2023) [31], the Kyoto Encyclopedia of Genes and Genomes (https://www.genome.jp/kegg/ 5 September 2023) [32], and Reactome (https://reactome.org/ 5 September 2023) [33]. We also used GeneMANIA for the identification of interacting genes and the construction of networks [34].

### 2.11. Data Visualization

We generated the PCAs using ggplot2 version 3.3.6 [35], the volcano plots using EnhancedVolcano package version 1.10 [36], and the heatmaps using ComplexHeatmap package version 2.8.0 with hierarchical clustering and Euclidean distance as parameters. We additionally generated Venn diagrams using the VennDetail Shiny App (http://hurlab.med.und.edu:3838/VennDetail/ 5 September 2023) [37].

### 2.12. Statistical Analysis

For the analysis of edema, data were analyzed with multiple comparison two-way ANOVA followed by Tukey’s post hoc test. A *p* < 0.05 was considered significant.

## 3. Results

### 3.1. TMX Does Not Affect Acute Edema Formation Following Traumatic SCI

We measured vasogenic edema formation to investigate whether the early administration of TMX could modify vasogenic edema formation in the first 24 h after contusion, which is considered the critical period. For this purpose, we determined the net weight of the wet spinal tissue (10 mm long). Next, the spinal segment was heat-dehydrated for 4 h, after which the net weight of dry tissue was determined again. According to the formula described in the methods section, the content of water in the tissue was calculated. Figure 1 shows that there was an increase in the percentage of water after 24 h of traumatic SCI independent of TMX treatment compared to the sham/TMX- group (two-way ANOVA, F = 15.77, DF 3,12, *p* = 0.0002). Nevertheless, there was no statistically significant difference in the percentage of water content between the SCI/TMX- and SCI/TMX+ groups (Figure 1). Therefore, TMX does not affect vasogenic edema formation in the first 24 h after injury.

### 3.2. Differential Gene Expression Analysis

Gene expression was analyzed using the Clariom S rat Assays Microarray, as mentioned in the methods section. Rats were distributed into four groups: (1) Sham/TMX-, (2) Sham/TMX+, (3) SCI/TMX-, and (4) SCI/TMX+. 

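Spinal cord RNA from 22 rats was hybridized to Clariom S arrays, with 1 array per rat: 5 rats in Sham/TMX-, 6 in Sham/TMX+, 5 in SCI/TMX- and 6 in SCI/TMX+. In the SCI groups, a rod of 10 g fell from 50 mm onto the cord exposed by laminectomy. The sham rats had soft tissue surgery without laminectomy, so that each difference between SCI and sham holds the laminectomy together with the contusion. TMX at 5 mg/kg or its vehicle of ethyl alcohol and corn oil was injected 30 min after surgery, and a 20 mm segment of cord was collected at 24 h. The authors made the deposited values, which are on the log2 scale, with the RMA function of oligo 1.56; it corrects the background, brings the arrays to one distribution and summarises the probes of each transcript. These values cover 23188 transcripts, and the medians of the 22 arrays lie between 5.41 and 5.47. The platform annotation gives 1 symbol each for 15049 of the transcripts, tables of the paper name a further 141, and 7998 have no name here. From the deposited values, the means of the 4 groups were fitted in 1 linear model with limma, which leaves 18 residual degrees of freedom shared by the groups. A difference between SCI and sham was called at an adjusted p under 0.05 and a log2 fold change beyond 1. A difference between TMX+ and TMX- was called at an unadjusted p under 0.05 and a log2 fold change beyond 0.7, and both pairs of thresholds are those of the methods. Standard errors are those of the model, groups are given as mean log2 signal ± SD, and animals carry the labels of the deposited samples, such as 13c for SCI/TMX- replicate 1 and 15c for SCI/TMX- replicate 2. In addition, 39 lists of genes, each of a cell type or a response, were tested with the camera function of limma at a preset correlation of 0.01 between genes. The lists were written from general knowledge after Tables S1 and S3 of the paper had been read, so their results are not independent of those tables. The number of arrays limits the precision of every value.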

Through principal component analysis (PCA) of the expression profiles, we grouped the samples according to their variation. 

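Injured and sham rats stood apart along the first principal component of the 22 arrays, where the mean score of the 11 SCI arrays lay 62.8 above that of the 11 sham arrays (two-sided permutation test with 100000 resamples, p = 3e-05). This component holds 51.1% of the variance over the 23188 transcripts, and the next components hold 8.45% and 3.58%. Over all transcripts, the division into SCI and sham accounts for 50.7% of the variance.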

Based on the contrast by condition (SCI versus sham), samples were classified into their respective groups. However, substantial sample-to-sample variance was found for the contrast treatment (TMX+ versus TMX-). Therefore, samples could not be easily grouped based on this last criterion (Figure 2).

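Among the injured rats without TMX, animals 15c and 13c had scores of 41.7 and 23.0 on the second principal component, while animal 16c of the same group had -16.2. The injured rats given TMX also held an array at the low end of this component, animal 11b with -23.7. Within the 11 SCI arrays, treatment accounts for 12.1% of the variance over all transcripts, where 10% comes about on average by dividing the arrays at random (exact permutation test over every division into 5 and 6 arrays, p = 0.165). The highest share of any division is 18.1%. Within the 11 sham arrays, the share of treatment is 12.3% (exact permutation test, p = 0.0216), and the highest of any division is 13.8%. The sham value passes 0.05 with all arrays but not without animal 1a (Sham/TMX- replicate 1; exact permutation test, p = 0.0571) or without 24d (Sham/TMX+ replicate 6; exact permutation test, p = 0.0556). From this variance between samples, the paper reasons that the treatment could not easily group them.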

To investigate whether there was an effect of TMX on sham rats, we compared expression data from the sham/TMX- group versus the sham/TMX+ group using the limma package. From this comparison, seven transcripts showed differential expression, suggesting a discrete effect of TMX on gene expression in the spinal cord (Figure 3a). 

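Of the 7 transcripts past the thresholds in sham rats, 5 were higher and 2 lower in Sham/TMX+ (n = 6) than in Sham/TMX- (n = 5). An adjusted p under 0.05 was reached by 3 transcripts, of which LOC102546732 and Spata18 are among the 7. The one other, Fam53a, encodes a nuclear protein of little-known function and was lower with TMX by a log2 fold change of -0.58 (standard error 0.10, adjusted p = 0.0204), short of the minimum of 0.7. Other genes with small p-values but an adjusted p above 0.05 were Tmod4, a cap protein of muscle actin filaments (log2 fold change 0.51), Npy2r, a receptor of neuropeptide Y (0.49), and Dnaja3, a mitochondrial chaperone (-0.45). Bex3, Cyp2g1 and Zbtb10 had log2 fold changes of -0.34, -0.53 and -0.36. In total, 1265 transcripts (5.46% of those tested) had an unadjusted p under 0.05. Leaving out 1 array moved the count from 7 to between 6 and 16. It was 16 without animal 6a (Sham/TMX- replicate 5), 12 without 19d (Sham/TMX+ replicate 1), and 11 without 1a (Sham/TMX- replicate 1), without 22d (Sham/TMX+ replicate 4) or without 23d (Sham/TMX+ replicate 5). From the count of transcripts, the paper proposes a discrete effect of TMX in the spinal cord.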

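The uncharacterized transcript LOC102546732 had a mean log2 signal of 5.88 ± 0.31 (SD, n = 5) in Sham/TMX- and 7.14 ± 0.29 (SD, n = 6) in Sham/TMX+, and every rat given TMX lay above every rat without it. Its log2 fold change was 1.26 (standard error 0.15, adjusted p = 0.000242 from limma). Spata18, which encodes a protein of mitochondrial quality control induced by p53, rose from 3.53 ± 0.33 (SD, n = 5) to 4.41 ± 0.28 (SD, n = 6), a log2 fold change of 0.88 (standard error 0.14, adjusted p = 0.0204). In sham rats given TMX, animal 21d had a Spata18 signal of 3.86, apart from the other 5. Hierarchical clustering of the z-scores of these transcripts and the other 5 past the thresholds (complete linkage, Euclidean distance) placed all 11 sham arrays with their own group. The transcripts were selected on the same arrays, which favours such a grouping. In a comparison chosen after the result was seen, 10 of 72 other divisions (13.9%) grouped all arrays with their own called transcripts.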

A heatmap using these seven genes grouped all the individuals of each condition (Figure 3b). The genes that responded to tamoxifen were Ccn1, cellular communication network factor 1; Lcn2, Lipocalin 2; Aurkb, aurora kinase B; Spata18, spermatogenesis associated 18; Hspa1a, heat shock protein family A (Hsp70) member 1; LOC102551298, an MLV-related proviral Env polyprotein-like; and the uncharacterized LOC102546732 (Table 1).

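Lcn2 encodes lipocalin 2, an iron-trafficking protein secreted by reactive astrocytes and neutrophils, and Hspa1a encodes an inducible chaperone. Hspa1a, at the transcript identified by its value in Table 1, was 6.26 ± 0.64 (SD, n = 5) in Sham/TMX- and 5.41 ± 0.20 (SD, n = 6) in Sham/TMX+, a log2 fold change of -0.85 (standard error 0.21, adjusted p = 0.574). It no longer passed without animal 3a (Sham/TMX- replicate 2) or without 4a (Sham/TMX- replicate 3), where it was -0.67. Aurkb, a kinase of mitosis, had a log2 fold change of 0.81 (standard error 0.16, adjusted p = 0.148), which was 0.62 without animal 5a (Sham/TMX- replicate 4). Ccn1, a matrix-associated signalling protein, had one of 0.72 (standard error 0.20, adjusted p = 0.605), which fell below the minimum of 0.7 without 3a, 4a, 19d (Sham/TMX+ replicate 1) or 24d (Sham/TMX+ replicate 6), with 0.62 without 24d. LOC102551298, the proviral Env-like transcript, was at 0.76 (standard error 0.25, adjusted p = 0.741), and at 0.61 without animal 21d (Sham/TMX+ replicate 3); without 1a (Sham/TMX- replicate 1) it was short of the minimum as well. In injured rats, the log2 fold changes between TMX+ and TMX- were -0.28 for Hspa1a, -0.11 for Aurkb, 0.00 for Ccn1 and 0.70 for LOC102551298. For the interaction of SCI and TMX, the adjusted p-values of these 4 were 0.762, 0.419, 0.653 and 0.991.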

To reveal the gene expression changes secondary to the effect of SCI, we compared the Sham/TMX- and SCI/TMX- groups (Figure 4). A total of 708 transcripts showed differential expression (Supplement Table S1). 

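The highest log2 fold change between SCI/TMX- (n = 5) and Sham/TMX- (n = 5) was that of Ccl2, a chemokine that attracts monocytes, with 10.02 ± 0.17 (SD) after SCI and 4.52 ± 0.37 (SD) in sham rats. This is a log2 fold change of 5.51 (standard error 0.17, adjusted p = 1.99e-17), or 45.5-fold. Gpx2, a glutathione peroxidase, rose by 4.42 (standard error 0.21), and Timp1, an inhibitor of matrix metalloproteinases, by 4.04 (standard error 0.13). Also high were Tnfaip6 and Serpina3n, which are secreted in inflammation (4.07 each), LOC100909605 (4.03) and the chemokine gene Ccl6 (3.81). The globin transcripts Hbb-b1 and Hbb, which belong to red blood cells, were also among the 10 highest, at 3.78 and 3.63. An adjusted p under 0.05 with no minimum fold change was reached by 7088 transcripts, 2958 higher and 4130 lower after SCI, and 9020 (38.9%) had an unadjusted p under 0.05.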

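Cml3, annotated as a camello-like N-acetyltransferase, had the lowest log2 fold change after SCI, -2.57 (standard error 0.25, adjusted p = 2.28e-08), from 6.95 ± 0.42 (SD, n = 5) in Sham/TMX- to 4.38 ± 0.67 (SD, n = 5) in SCI/TMX-. Slitrk6, a membrane protein of neurite growth, fell by 2.31 (standard error 0.19), and Slco1c1, a thyroid hormone transporter of brain vessels and astrocytes, by 2.00 (standard error 0.19). Itm2a (-1.97), Dusp15 (-1.92), Lcat (-1.87) and the microglial receptor gene Gpr34 (-1.74) were among the 10 lowest, with the transcripts LOC102546732 (-2.03), LOC100910978 (-1.99) and LOC100911874 (-1.76). Of 22 genes of resting astrocytes, 20 were lower and none higher at an adjusted p under 0.05 (20 lower when adjusted over the list alone), with Grm3 at -1.74 and Cldn10 at -1.57. All 17 glutamate receptor genes were lower (17 adjusted over the list alone), among them Grin2b at -1.23. So were 16 of 17 ion channel genes (16 adjusted over the list alone), among them Kcna2 at -1.16 and Scn1a at -1.09. Among 25 genes of neurons and synapses, 20 were lower and 1 higher (22 and 1 adjusted over the list alone), and 4 of 7 genes of motor neurons were lower (4 adjusted over the list alone). For oligodendrocytes and myelin, 16 of 21 genes were lower and 1 higher (16 and 1 adjusted over the list alone), with Omg at -1.52 and Gpr37 at -1.20. Of 11 genes of resting microglia, 9 were lower (10 adjusted over the list alone), with Selplg at -1.61. The ependymal list had 6 of 12 genes lower (6 adjusted over the list alone). With camera, these 8 lists had adjusted p-values from 4.18e-17 for the resting astrocytes to 0.00478 for the motor neurons; the ependymal list (0.00114) has an adjusted p = 0.0569 with an estimated correlation, and the other 7 stay under 0.05.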

From them, 249 genes were downregulated, and 459 were upregulated. To investigate the cellular functions enriched in response to SCI, we used the 708 differentially expressed genes as input for enrichment analysis in gProfiler (Table 2). Enrichment analysis using the database WikiPathways returned the spinal cord injury (WP2433), as the top enriched function. Interestingly, the other four enriched functions are related to the inflammatory response. We also looked for the enriched pathways using KEGG and Reactome. In both databases, the top five enriched functions included pathways related to the inflammatory response. Of the 708 differentially expressed genes, 102 participate in one or more of the inflammatory response pathways enriched (Supplement Table S2). These results agree with the relevance of the activation of the inflammatory response during the acute phase of spinal cord injury, as previously established. 

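Table S2 of the paper holds 103 different symbols in 8 pathways, and all 103 passed the thresholds between SCI/TMX- and Sham/TMX- here. This follows from how they were chosen: they come from the paper's 708 transcripts, all of which are called here from the same values. Among 20 genes of monocytes and macrophages, 19 were higher after SCI (19 adjusted over the list alone), with a median log2 fold change of 1.61. In this list, the scavenger receptor gene Msr1 rose by 3.42 and Cd14, a receptor for bacterial lipopolysaccharide, by 3.09. Of 23 chemokine and chemokine receptor genes, 17 were higher and 1 lower (18 and 2 adjusted over the list alone), with Ccl3 at 3.53 and Ccl7 at 3.48. Of 23 genes of cytokines and their receptors, 17 were higher and none lower (17 adjusted over the list alone), among them Csf2rb (2.98), the interleukin 1 antagonist Il1rn (2.65) and Il11 (2.52). Interferon-stimulated genes were higher in 26 of 30 cases (27 adjusted over the list alone), with Mx2 at 2.58 and Gbp2 at 2.19. For neutrophils, 10 of 17 genes were higher (10 adjusted over the list alone), with S100a9 at 2.57. For complement, 8 of 13 were higher and 1 lower (9 and 1 adjusted over the list alone), with C1qb at 1.29. Of 11 lymphocyte genes, 2 were higher, and that list did not pass camera (adjusted p = 0.145). The other 6 lists had adjusted p-values between 1.78e-22 for monocytes and macrophages and 1.45e-05 for complement, and they stay under 0.05 with an estimated correlation, the highest being 0.0197 for complement. Table S1 of the paper holds 18 of the 20 genes of monocytes and macrophages, 11 of the 23 chemokine genes, 14 of the 23 cytokine genes and 21 of the 30 interferon-stimulated genes.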

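Genes of reactive astrocytes, new matrix and vessels were also among those with high values after SCI. Of 20 genes of reactive astrocytes, 18 were higher (19 adjusted over the list alone), with a median log2 fold change of 1.79. Among them, the cytokine-signalling inhibitor Socs3 rose by 3.42 and the small heat shock protein gene Hspb1 by 2.34. Of 27 extracellular matrix genes, 23 were higher and none lower (23 and 1 adjusted over the list alone), with Thbs2 at 2.89 and Ncan at 2.00. Of 21 genes of activated vessels, 18 were higher and 1 lower (18 and 1 adjusted over the list alone), with Adamts1 at 3.16 and Procr at 2.88. Of 23 immediate early genes, 20 were higher (20 adjusted over the list alone), with Myc at 2.93 and Junb at 1.87. Cell cycle genes were higher in 19 of 26 cases (19 adjusted over the list alone), with Mcm6 at 1.76. So were p53 targets in 7 of 11 (7 adjusted over the list alone), with Gadd45a at 1.63. Hypoxia and glycolysis had 10 of 18 genes higher and 1 lower (10 and 1 adjusted over the list alone), with Ldha at 1.58. Targets of Nrf2 had 9 of 14 higher (9 higher and 1 lower adjusted over the list alone), with Hmox1 at 3.52. Of 10 red blood cell genes, 7 were higher (8 adjusted over the list alone), with Hba-a1 at 2.58. These 9 lists had adjusted p-values with camera from 2.13e-23 for extracellular matrix to 0.000602 for p53 targets, and the highest with an estimated correlation was 0.0336, for red blood cells. Of 72 genes that general knowledge places in spinal cord injury, 36 were higher and 7 lower (38 and 9 adjusted over the list alone; adjusted p = 4.7e-11 with camera, 0.00134 with an estimated correlation). Table S1 holds 28 of the 72.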

From the comparison between the Sham/TMX- and SCI/TMX- groups, we acknowledged a genetic response induced by SCI on rats. For determining the effect of TMX on the gene expression response toward SCI, our subsequent comparison was between the SCI/TMX- and SCI/TMX+ groups. This comparison revealed only 30 transcripts with differential expression, and through unsupervised hierarchical clustering, these 30 transcripts grouped all the individuals from each condition (Figure 5 and Supplement Table S3). 

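Of these 30 transcripts, 23 were higher and 7 lower in SCI/TMX+ (n = 6) than in SCI/TMX- (n = 5). Ecm1, a secreted glycoprotein of the extracellular matrix, had the smallest p. Its log2 signal was 4.87 ± 0.14 (SD) in SCI/TMX- and 5.62 ± 0.20 (SD) in SCI/TMX+, a log2 fold change of 0.75 (standard error 0.10, adjusted p = 0.0021). This change was 0.67 without animal 10b (SCI/TMX+ replicate 4) and also short of the minimum without 15c (SCI/TMX- replicate 2). RGD1309362, annotated as similar to interferon-inducible GTPase genes, was highest at 1.24 (standard error 0.21, adjusted p = 0.0129), and Fbln2, a matrix protein, fell by 0.77 (standard error 0.13, adjusted p = 0.0129). The other 27 transcripts had an adjusted p above 0.05. Among the higher ones were Hif3a, a hypoxia-inducible factor subunit (0.91), Ifit1, an interferon-induced antiviral gene (0.94), and Cdkn1a, a p53 target that arrests the cell cycle (0.77). Lower were Aplnr, the apelin receptor of endothelium (-0.73), Gins1, a DNA replication factor (-0.70), and Esrrb, a nuclear receptor related to the estrogen receptor (-0.70). Lbp, a binding protein of bacterial lipopolysaccharide, was at 0.88, and Mt1a, a metallothionein, at 0.82. Lrrc15 was at 0.88, Pla2g3 at 0.85, Mchr1 at 0.82, Foxc2 at 0.77, Aldh1a2 at 0.76, Dhrs9 at 0.71 and the proviral Env-like LOC102553221 at 0.87. LOC102552104 and LOC102555039, whose values are equal in every array, were at 0.83. Below the minimum of 0.7, Fancc (0.60) and Bag4 (0.56) also had an adjusted p of 0.0129, while Pnpla2 (0.68, adjusted p = 0.0622) and Tafazzin (-0.38, adjusted p = 0.0847) did not pass 0.05. In all, 2423 transcripts (10.4%) had an unadjusted p under 0.05, and 5 had an adjusted p under 0.05. Hierarchical clustering of the z-scores of the 30 transcripts, which were selected on the same arrays, placed all 11 SCI arrays with their own group. Clustering of the unscaled values did not. Leaving out 1 array gave between 16 and 63 transcripts. The count was 16 without 11b (SCI/TMX+ replicate 5), 19 without 15c (SCI/TMX- replicate 2), 46 without 12b (SCI/TMX+ replicate 6) and 63 without 16c (SCI/TMX- replicate 3). On leaving out single arrays, RGD1309362, Hif3a, Ifit1 and Lbp always passed, and so did Cd36, which was lower with TMX (-1.02 to -0.73). Others fell short of the minimum without animal 15c, to 0.56 for Cdkn1a, 0.56 for Mchr1, 0.62 for Lrrc15 and -0.60 for Esrrb. Values were 0.63 and 0.65 for the Mt1a transcripts without 13c (SCI/TMX- replicate 1), 0.58 for Foxc2 without 17c (SCI/TMX- replicate 4) and -0.63 for Gins1 without 18c (SCI/TMX- replicate 5). They were 0.56 for Aldh1a2 without 8b (SCI/TMX+ replicate 2), 0.58 for Dhrs9 without 10b, and -0.57 for Aplnr, 0.64 for Pla2g3 and 0.65 for LOC102552104 without 11b. These are the lowest sizes, and for several of these genes other single arrays also ended the call. LOC102553221 had an unadjusted p above 0.05 without 11b. Without 13c and 15c together, 31 transcripts passed, 8 higher and 23 lower, and 10 of them are among the 30. Ecm1 (0.69, adjusted p = 0.0281) and Fbln2 (-0.70, adjusted p = 0.107, just short of 0.7) are not among these 10, nor are Hif3a (0.56), Lbp (0.57) and Cdkn1a (0.27).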

For a better understanding of the changes induced by TMX on injured rats, we used these 30 transcripts to perform enrichment analysis in gProfiler using the same three databases. However, no enriched pathways were retrieved. As described above, 708 genes were differentially expressed when comparing Sham/TMX- versus SCI/TMX-. From these 708 genes, 102 genes participate in one or more of the inflammatory response pathways showing enrichment. The independent comparison of the SCI/TMX- group versus the SCI/TMX+ group revealed a set of 30 transcripts with differential expression. 

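Both comparisons called 17 transcripts, which carry 14 different symbols; 1 of the transcripts has no name here, and Mt1a and RGD1309362 are each measured by a pair of transcripts. In 13 of the 17, the signal was higher after SCI and higher again with TMX: Lcn2, Lbp, Cxcl11, Mt1a, RGD1309362, Cd55, Lif, Cdkn1a, Dhrs9, Lrrc15 and the unnamed transcript. The other 4, Ccr2, Mmp12, Cd36 and Fbln2, were higher after SCI and lower with TMX. Independent lists of these sizes would share 0.455 transcripts higher in both and 0.139 higher after SCI and lower with TMX. The 5 arrays of SCI/TMX- enter both comparisons, with opposite sign, so their chance values alone give an overlap of calls. In 100 simulated sets with no TMX effect, the mean number of shared transcripts was 2.82 and the highest 54, and 17 or more came about in 3 sets. The residuals of these sets were drawn from the arrays of all groups, sham included. Their median count of TMX calls was 1, while other divisions of the SCI arrays gave a median of 6. The simulated sets may thus understate what chance gives. When the SCI/TMX- arrays were divided so that no array served both comparisons, with 2 arrays against sham and 3 against TMX+, the 10 divisions shared between 11 and 44 transcripts (median 18). Of these, 3 to 10 were higher after SCI and lower with TMX. Over all transcripts, the covariance of the log2 fold changes of both comparisons was -0.0167, beside a mean of -0.0088 in the simulated sets, and -0.00434 with divided arrays. Without 16c (SCI/TMX- replicate 3) the number of shared transcripts was 30, and it was 11 without 15c (SCI/TMX- replicate 2) or without 11b (SCI/TMX+ replicate 5).

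**Figure D1:**
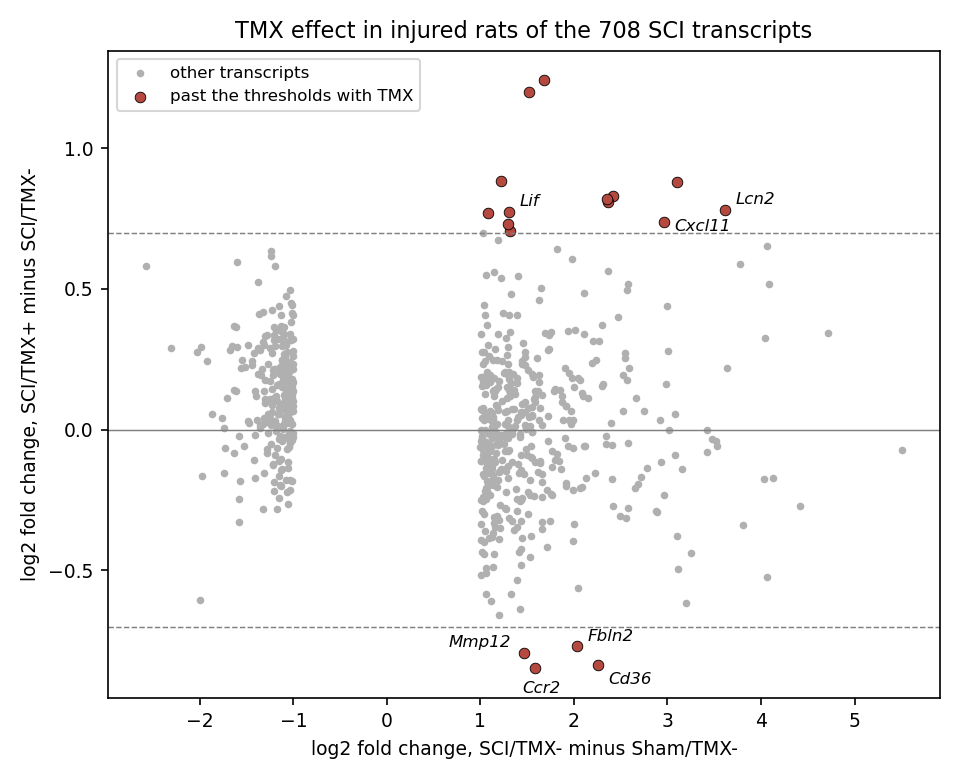
Effect of SCI and effect of TMX for the 708 transcripts called between SCI/TMX- and Sham/TMX-, as log2 fold changes: SCI/TMX- minus Sham/TMX- on the horizontal axis and SCI/TMX+ minus SCI/TMX- on the vertical axis, with dashed lines at 0.7 and -0.7. The 17 red points passed the thresholds of both comparisons, and 4 of them (Ccr2, Mmp12, Cd36 and Fbln2) lie below the lower line.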

The intersection between these two sets of differentially expressed genes comprised 14 genes, presented in italics in Supplement Table S3. We looked for those genes belonging to the enriched inflammatory pathways within these 14 genes in the intersection. From these 14 genes in the intersection, Mmp12 was upregulated in response to SCI. Nevertheless, when TMX was administered, it changed to downregulation (See Supplement Tables S1 and S3). Additionally, we found only five genes participating in the inflammatory response pathways, within the 14 genes in the intersection, these five genes are highlighted in blue text in Supplement Table S3. 

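Mmp12, the macrophage elastase, had a mean log2 signal of 3.11 ± 0.29 (SD, n = 5) in Sham/TMX-, 4.58 ± 0.34 (SD, n = 5) in SCI/TMX- and 3.79 ± 0.39 (SD, n = 6) in SCI/TMX+. After SCI it rose by a log2 fold change of 1.47 (standard error 0.18, adjusted p = 5.44e-07). Between SCI/TMX+ and SCI/TMX- its log2 fold change was -0.79 (standard error 0.17, adjusted p = 0.109), and it was -0.66, short of the minimum, without animal 18c (SCI/TMX- replicate 5). In sham rats, TMX gave 0.26 (adjusted p = 0.96), and the interaction of SCI and TMX was -1.06 (standard error 0.24, adjusted p = 0.327). Cd36, a scavenger receptor for lipids, rose by 2.25 after SCI (standard error 0.19), to 6.88 ± 0.45 (SD, n = 5). It stood at 6.04 ± 0.34 (SD, n = 6) in SCI/TMX+, a log2 fold change of -0.84 (standard error 0.18, adjusted p = 0.109). Fbln2 rose by 2.03 after SCI (standard error 0.13), to 8.17 ± 0.14 (SD, n = 5). In SCI/TMX+ it was at 7.40 ± 0.34 (SD, n = 6), with every rat below every SCI/TMX- rat, and without animal 11b (SCI/TMX+ replicate 5) its change with TMX was -0.66. The interaction of SCI and TMX was -0.70 for Cd36 (adjusted p = 0.628) and -0.93 for Fbln2 (adjusted p = 0.292).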

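Of the 14 symbols shared by both comparisons, 5 are in Table S2: Lcn2, Cd55, Cxcl11, Lif and Ccr2. Lif, a cytokine of the interleukin 6 family, had a log2 signal of 6.24 ± 0.20 (SD, n = 5) in SCI/TMX- and 7.01 ± 0.40 (SD, n = 6) in SCI/TMX+. This is a log2 fold change of 0.77 (standard error 0.17, adjusted p = 0.109). Cd55 restrains the complement cascade; it stood at 6.33 ± 0.55 (SD, n = 5) and 7.06 ± 0.43 (SD, n = 6), a difference of 0.73 (standard error 0.21, adjusted p = 0.211). Cxcl11, an interferon-induced chemokine, was at 5.70 ± 0.61 (SD, n = 5) and 6.44 ± 0.78 (SD, n = 6), a difference of 0.74 (standard error 0.29, adjusted p = 0.363). Against Sham/TMX-, the SCI/TMX- group had log2 fold changes of 1.31 for Lif, 1.29 for Cd55 and 2.96 for Cxcl11. The changes with TMX fell below the minimum of 0.7 without some single arrays: Lif was at 0.68 without 11b (SCI/TMX+ replicate 5), Cxcl11 at 0.47 without 11b, and Cd55 at 0.56 without 15c (SCI/TMX- replicate 2). Cxcl11 also fell short without 7b, 13c, 15c or 17c, and Cd55 without 8b, 9b, 10b or 13c.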

Four out of these five genes were overexpressed in both comparisons, among them, the case of Lcn2 seems interesting. In sham rats, TMX seems to downregulate the expression of Lcn2, as shown in Table 1 and Figure 3. 

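The log2 signal of Lcn2 was 6.14 ± 0.20 (SD, n = 5) in Sham/TMX- and 5.14 ± 0.50 (SD, n = 6) in Sham/TMX+. The log2 fold change of -1.00 (standard error 0.27) has an adjusted p of 0.605 over the 23188 transcripts. It stayed between -1.17 and -0.92 on leaving out any single array.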

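In SCI/TMX-, Lcn2 reached 9.76 ± 0.70 (SD, n = 5), 12.2-fold above Sham/TMX- (log2 fold change 3.61, standard error 0.28, adjusted p = 4.6e-10). In SCI/TMX+ it stood at 10.54 ± 0.54 (SD, n = 6), 42.1-fold above Sham/TMX+ (standard error 0.26 on the log2 scale, adjusted p = 4.07e-14). Between both injured groups the log2 fold change was 0.78 (standard error 0.27, adjusted p = 0.289). It no longer passed without 7b (SCI/TMX+ replicate 1), 11b (SCI/TMX+ replicate 5) or 15c (SCI/TMX- replicate 2), with 0.50 without 15c, and it was 0.33 without 13c and 15c together.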

After SCI, Lcn2 showed overexpression, this overexpression remained even after the treatment with TMX. This finding suggests that TMX was unable to counteract the effect of SCI on Lcn2 expression, or it is not possible to rule out a synergistic effect of TMX on the expression of certain genes. 

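A test of the combined effect is the interaction of SCI and TMX: for Lcn2 the change with TMX was 1.78 higher on the log2 scale in injured than in sham rats (standard error 0.38, adjusted p = 0.314). Lcn2 had one of the 5 smallest p-values among positive interactions, with Ecm1 (0.64), Adm, a vasodilator peptide (0.74), Agmat (0.79) and Galnt18 (0.67). Spata18 (-1.12), Fbln2, Tmod4 (-0.66), Tafazzin (-0.53) and Npy2r (-0.67) had the smallest among negative ones. No transcript had an adjusted p under 0.05 for the interaction with limma; the smallest was 0.229, and 1585 transcripts (6.84%) had an unadjusted p under 0.05. Without animal 21d (Sham/TMX+ replicate 3) the count was 1, Spata18. From the persistence of Lcn2 after SCI, the paper proposes that TMX was unable to counteract the injury on this gene, and it does not rule out a synergistic effect.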

The fifth gene, Ccr2, changed to downregulated in the SCI/TMX- versus SCI/TMX+ comparison. 

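Ccr2, the receptor of Ccl2 on monocytes, had a mean log2 signal of 4.67 ± 0.23 (SD, n = 5) in Sham/TMX-, 4.62 ± 0.21 (SD, n = 6) in Sham/TMX+ and 6.25 ± 0.97 (SD, n = 5) in SCI/TMX-. After SCI it rose 2.99-fold (standard error 0.28 on the log2 scale, adjusted p = 7.67e-05). Between the injured groups the log2 fold change was -0.85 (standard error 0.27, adjusted p = 0.246), the interaction of SCI and TMX was -0.80 (standard error 0.38, adjusted p = 0.708), and the change in sham rats was -0.04. The 5 rats of SCI/TMX- ranged from 5.16 to 7.33 and those of SCI/TMX+ from 4.95 to 5.76. The value fell short of the minimum of 0.7 without animal 18c (SCI/TMX- replicate 5) or without 17c (SCI/TMX- replicate 4), where it was -0.58, and it was -1.42 (adjusted p = 0.0238) without 13c and 15c.

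**Figure D2:**
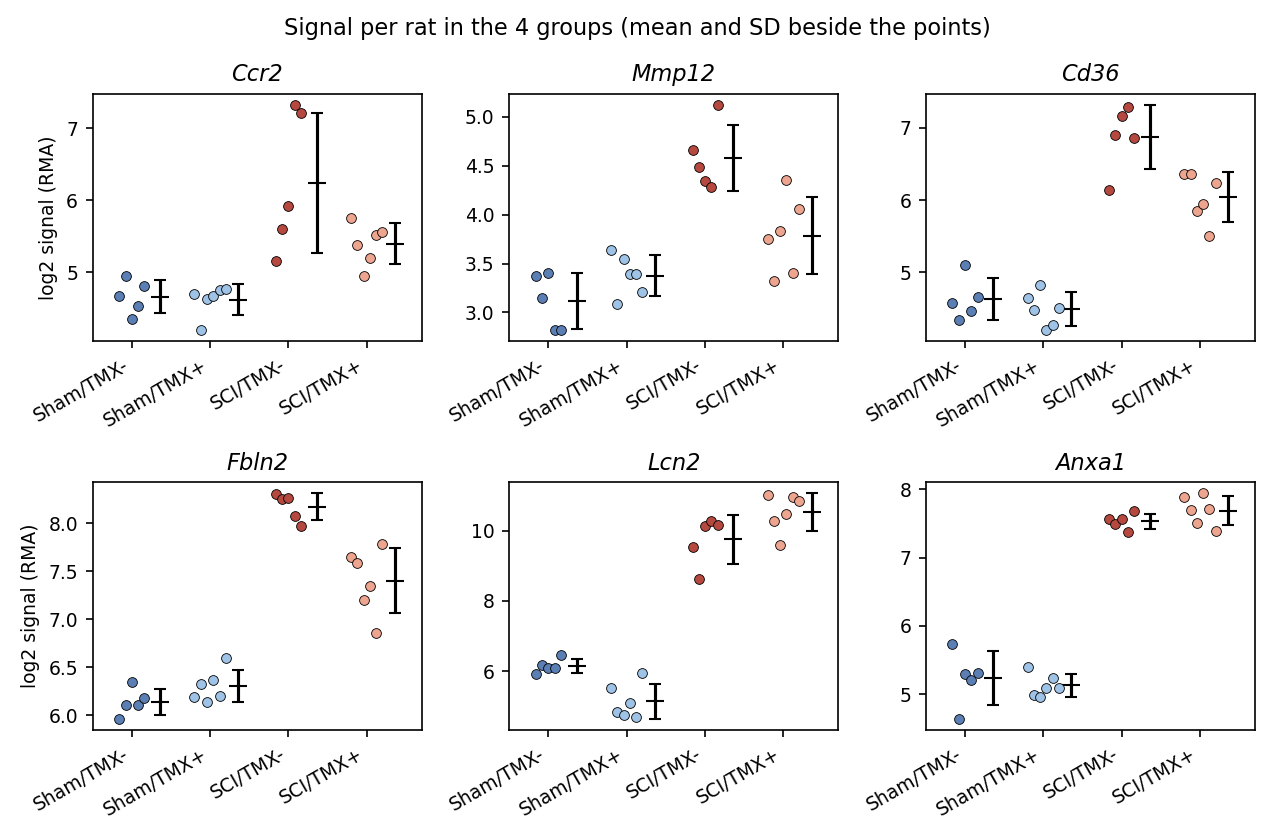
Log2 signal of Ccr2, Mmp12, Cd36, Fbln2, Lcn2 and Anxa1 in each of the 22 rats of the 4 groups, with the mean and SD beside the points. Ccr2 spreads widest in SCI/TMX-, from 5.16 to 7.33, while Fbln2 in SCI/TMX+ lies wholly below SCI/TMX-.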

Ccr2 is the main chemokine receptor of the monocyte/macrophage linage, it changed from overexpressed after SCI (Log2FC 1.58, see Supplement Table S1), to downregulated (Log2FC −0.84, see Supplement Table S3) after TMX treatment. This comparison allowed us to specify a differential expression due to a regular inflammatory response after a SCI and the expression after the use of tamoxifen showed with the other groups. 

To better understand the possible involvement of these 30 transcripts in the response to TMX after SCI, we built an interaction network between them. For this purpose, we selected only the annotated genes from these 30, and we found annotations for 22 of them. Afterward, we looked for genes with a known interaction with these 22 genes of interest using Genemania. The analysis of the interaction with Genemania revealed 21 genes able to interact with the 22 differentially expressed annotated genes. A total of 43 genes were considered for the interacting network (Figure 6). 

We further performed an enrichment analysis in gProfiler using these 43 genes as input. Table 3 depicts the enriched pathways according to the same three databases used in the previous enrichment analysis. Interestingly, the spinal cord injury pathways remained significantly enriched, although it was not the first one. From this analysis, we can observe that some inflammatory-response pathways, such as Cytokine–cytokine receptor interaction and the Toll-like receptor signaling pathway remained enriched. Further experiments need to be conducted with two purposes. First to determine if the pathways showing enrichment after TMX treatment could be related to the effect of TMX; second, to investigate the mechanisms by which TMX regulates the pathways no longer overrepresented after its administration to injured rats.

To further investigate the effect of TMX on the genetic response of the rats toward SCI, we compared the sham/TMX+ and SCI/TMX+ groups. From this comparison, we observed 706 transcripts with differential expression. 

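Ccl2 was 41.4-fold higher in SCI/TMX+ (n = 6) than in Sham/TMX+ (n = 6), at 9.95 ± 0.36 (SD) against 4.58 ± 0.26 (SD), and Timp1 was 19.0-fold higher. Slitrk6 and Slco1c1, at the other end, had log2 fold changes of -2.55 and -2.69. Of the 706 transcripts, 448 were higher and 258 lower after SCI, and 7897 transcripts had an adjusted p under 0.05 with no minimum fold change. LOC102546732, which was higher with TMX in sham rats, fell by 3.01 (standard error 0.14), and Spata18 fell by 1.57 (standard error 0.14).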

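Of the transcripts called after SCI without and with TMX, 372 were higher in both comparisons and 150 lower in both, and none changed direction; independent lists would share 8.87 and 2.77. These comparisons have no array in common. The 186 transcripts called only without TMX and the 184 called only with TMX lie near the threshold in part. In the other comparison, 179 of the 186 and 169 of the 184 had an adjusted p under 0.05 and the same direction. Among the gene lists, 28 of 39 passed camera in each comparison, 17 higher and 11 lower without TMX and 18 higher and 10 lower with it (24 and 25 with an estimated correlation). With TMX, the median log2 fold change was 1.58 for monocytes and macrophages, 1.87 for reactive astrocytes and -1.04 for resting astrocytes.

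**Figure D3:**
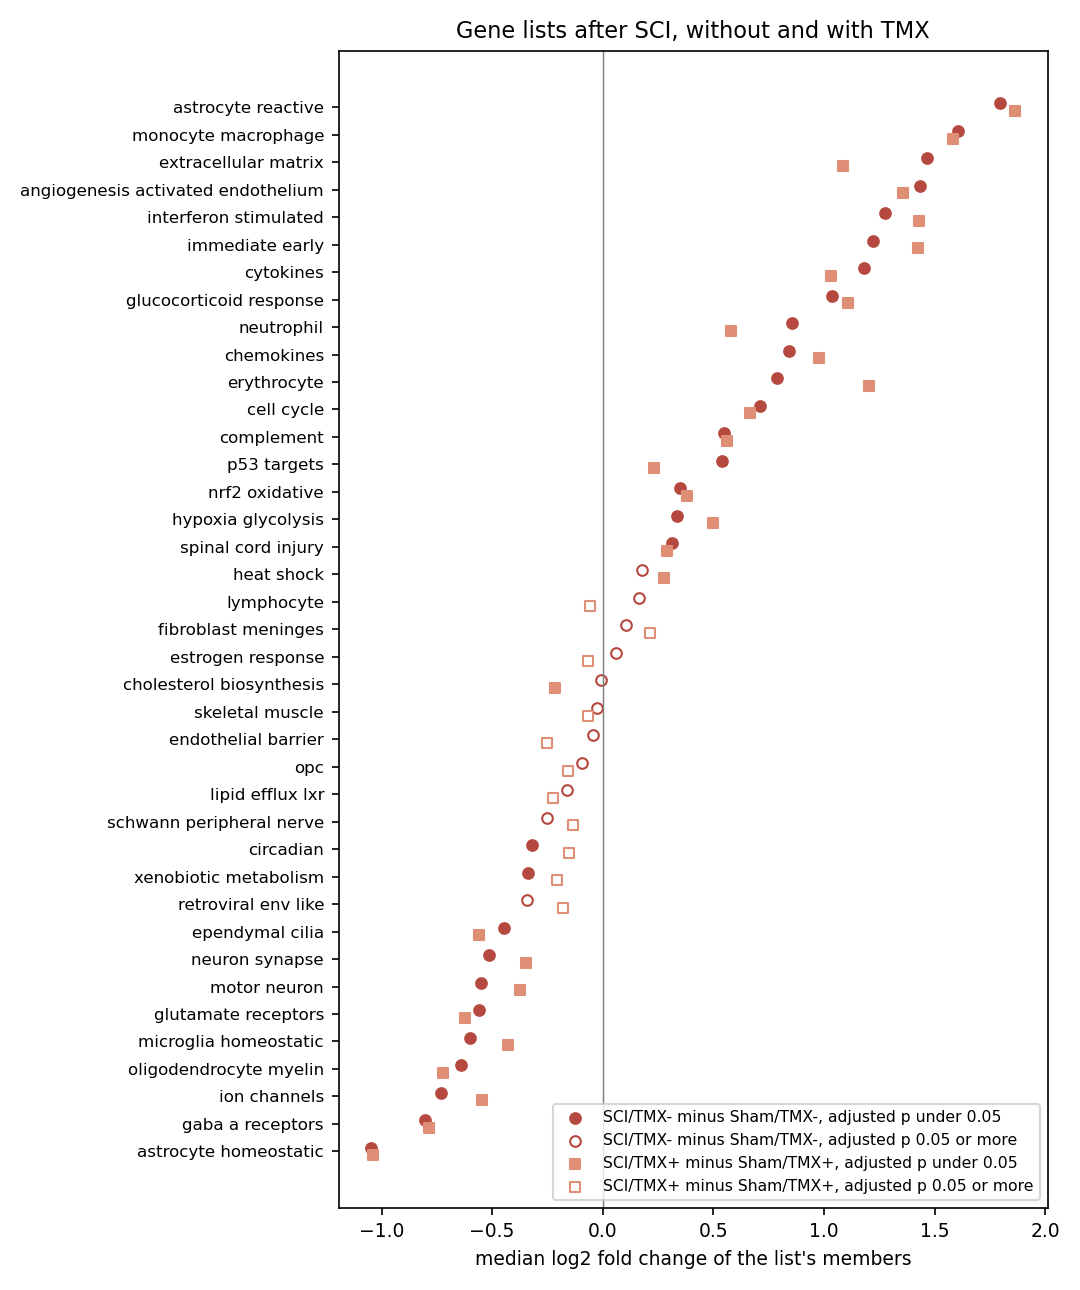
Median log2 fold change of each of the 39 gene lists after SCI, as circles for SCI/TMX- minus Sham/TMX- and as squares for SCI/TMX+ minus Sham/TMX+; filled symbols have an adjusted p under 0.05 with camera. In both comparisons 28 lists are filled, and reactive astrocytes have medians of 1.79 and 1.87.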

When we intersected these transcripts with the 708 differentially expressed transcripts derived from the comparison of the SCI/TMX- versus sham/TMX- groups, 522 were in the intersection (Supplement Figure S1A). We conducted an enrichment analysis using these 522 transcripts using the above-mentioned databases (Supplement Table S1). Interestingly, most of the enriched pathways retrieved were also observed in the enrichment analysis shown in Table 2. This observation suggests a relevant involvement of these 522 transcripts in the genetic response toward SCI, and TMX does not seem to have an effect on them. 

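Among the 522 shared transcripts, the median absolute log2 fold change between SCI/TMX+ and SCI/TMX- was 0.143, and the largest was 1.24, for RGD1309362. Of these transcripts, 15 also passed the thresholds between both injured groups, Lcn2, Cd36 and Fbln2 among them, and 2 had an adjusted p under 0.05. An unadjusted p under 0.05 was reached by 81 of the 522 for TMX in injured rats and by 51 for the interaction of SCI and TMX. Of all 459 transcripts that were higher after SCI, 238 had a negative log2 fold change with TMX in injured rats (median -0.01), and of the 249 that were lower, 58 had one (median 0.13). The arrays of SCI/TMX- enter both values of these last medians with opposite sign. From the enrichment of these 522 transcripts, the paper proposes that they matter in the response to SCI without an effect of TMX.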

The remaining 184 transcripts from the sham/TMX+ versus SCI/TMX+ comparison were also used as input for enrichment analysis. However, only two pathways were retrieved, the Nicotine addiction (rno05033) and the GABA A receptor activation (R-RNO-977441) pathways from KEGG and Reactome, respectively. 

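Receptors for the inhibitory transmitter GABA were lower after SCI in both comparisons. Of 10 genes of GABA A receptor subunits, 8 were lower between SCI/TMX+ and Sham/TMX+ (9 lower and 1 higher adjusted over the list alone), with a median log2 fold change of -0.79 (adjusted p with an estimated correlation 0.0152). Without TMX, 8 of the 10 were lower as well (8 adjusted over the list alone), with a median of -0.80 (adjusted p = 2.96e-06 with camera, 0.0186 with an estimated correlation). Gabrb1 had log2 fold changes of -1.55 (standard error 0.10) with TMX and -1.22 (standard error 0.11) without it, and Gabra5 had -0.76 and -1.08; the interaction of SCI and TMX had adjusted p-values of 0.7 and 0.736 for these genes.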

Our final comparison comprised the sham/TMX- versus SCI/TMX+ groups. 

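Against Sham/TMX-, the SCI/TMX+ rats had Ccl2 at a log2 fold change of 5.43 (standard error 0.16, n = 5 and 6) and Timp1 at 4.37. The transcripts called between these groups were higher after SCI in 437 cases and lower in 182, and 6777 had an adjusted p under 0.05 with no minimum fold change. Of them, 508 were also called between SCI/TMX- and Sham/TMX-, 370 higher and 138 lower, and both of these comparisons use the Sham/TMX- arrays. All 3 comparisons of SCI with sham share 471 transcripts. Pnpla2, a lipase of fat droplets, passed only here, at 1.04, with 0.35 for SCI/TMX- minus Sham/TMX- and 0.84 for SCI/TMX+ minus Sham/TMX+.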

From this comparison, 619 transcripts showed differential expression. In this last comparison, we observed the effect of both factors, SCI and TMX, on the rats; therefore, it is complicated to discriminate which genes correspond to each factor. Supplement Figure S1B summarizes the findings regarding the transcripts showing differential expression between the different comparisons.

## 4. Discussion

Traumatic SCI has become a public health issue worldwide, with an incidence ranging from 13 to 163.4 per million in developed and undeveloped countries, respectively [38]. Despite the implementation of new therapeutic strategies, fatal outcomes can occur in up to 22% and 20% of cases in developed and undeveloped countries, respectively [38]. Unraveling the cellular processes occurring during the acute phase of SCI could provide valuable knowledge for developing new therapeutic strategies. 

Here, we used a rat model of traumatic SCI to identify the changes in gene expression during the acute phase through transcriptome analysis. Because TMX is a selective estrogen receptor modulator, we chose to work with male rather than female rats to avoid the competition for the receptor of the drug with endogenous female estrogens. Although we did not find that TMX alleviated tissue edema 24 h after SCI, the molecular characterization of TMX-induced changes in gene expression, showed that the differential expression of some inflammatory genes, induced by SCI, changed after TMX treatment.

### 4.1. Transcriptome Changes Induced by SCI

We identified the genes with differential expression between rats with SCI and without SCI in the absence of TMX. This analysis revealed the presence of 708 differentially expressed genes. Enrichment analysis with these 708 genes as input retrieved the pathway of spinal cord injury as the most significant, according to the WikiPathways database. A total of 26 genes from the input belonged to this pathway. These genes are mainly involved in the activation of the monocyte/macrophage response. This response has been the subject of scrutiny because proinflammatory macrophages are more abundant during the acute phase of SCI, and during the subacute phase, they are more abundant in the presence of macrophages involved in immunomodulation and tissue repair [39]. Interestingly, we found differentially expressed genes previously identified as key players in macrophage activation, such as *Arg1*, *Nos2*, *Il6*, and *Il1b*. 

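Nos2, the inducible nitric oxide synthase of proinflammatory macrophages, rose after SCI from 3.75 ± 0.30 (SD, n = 5) to 5.46 ± 0.69 (SD, n = 5), a log2 fold change of 1.71 (standard error 0.24, adjusted p = 3.92e-06). Arg1, the arginase of repair-associated macrophages, rose from 5.15 ± 0.23 (SD, n = 5) to 6.35 ± 0.23 (SD, n = 5), by 1.20 (standard error 0.13, adjusted p = 8.93e-08). Il1b, which encodes interleukin 1 beta, rose from 3.09 ± 0.30 (SD, n = 5) to 4.27 ± 0.71 (SD, n = 5), by 1.18 (standard error 0.26, adjusted p = 0.000863). Without animal 18c (SCI/TMX- replicate 5) it was at 0.90, below the minimum of 1. With TMX, the log2 fold changes in injured rats were -0.39 for Arg1 (standard error 0.12, adjusted p = 0.249) and -0.20 for Il1b (adjusted p = 0.829), and neither passed the thresholds.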

Drugs modifying the expression of these genes are promising resources for treating SCI [40]. 

### 4.2. Effect of TMX on Transcriptome Changes Caused by SCI

When we treated the injured rats with TMX, we only observed 30 differentially expressed genes compared to the injured rats with no TMX. The spinal cord injury pathway was no longer retrieved using these 30 genes as input for enrichment analysis in WikiPathways. In fact, no pathways were significantly enriched. Of the 30 differentially expressed genes, only *Ccr2* and *Mmp12* belonged to the spinal cord injury pathway. It is important to note that both genes changed their differential expression from upregulated in the absence of TMX treatment to downregulated when TMX was administered. 

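With TMX given to both groups, Mmp12 was 0.41 higher on the log2 scale in SCI/TMX+ (n = 6) than in Sham/TMX+ (n = 6; standard error 0.16, adjusted p = 0.0537). Ccr2 was 0.78 higher (standard error 0.25, adjusted p = 0.0186). Neither passed the thresholds of that comparison. The means of the injured rats given TMX thus lay between those of sham rats and of injured rats without TMX for both genes.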

There is evidence demonstrating an important upregulation of *Mmp12* after SCI in rodent models. Interestingly, *Mmp12* has been considered as a potential therapeutic target for SCI treatment [41]. Further experiments are needed to corroborate the effect of TMX on Mmp12 expression at different time points after SCI. Based on this observation, TMX treatment might be a factor modulating some genes involved in the genetic response associated with spinal cord trauma. 

### 4.3. TMX as Modulator of the Inflammatory Response after SCI

Tamoxifen has been proven to have a positive effect during the acute and subacute phases of SCI [42,43]. Experiments using different rat models have corroborated that TMX effectively modulates the immune response during the first 24 h after SCI [44]. TMX reduces the recruitment and activation of inflammatory cells at the site of injury. This effect seems to be due to the partial inhibition of the IKK/NF-kB signaling pathway and the expression of inflammatory factors, such as IL-6 [20,45]. Intriguingly, it seems that this response is not estrogen-receptor-mediated. 

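Il6, the gene of interleukin 6, had a log2 signal of 3.39 ± 0.20 (SD, n = 5) in Sham/TMX- and 3.42 ± 0.40 (SD, n = 6) in Sham/TMX+. After SCI it stood at 5.49 ± 0.63 (SD, n = 5) in SCI/TMX- and 5.98 ± 0.73 (SD, n = 6) in SCI/TMX+. The log2 fold change after SCI was 2.11 without TMX (standard error 0.29, adjusted p = 3.81e-06) and 2.56 with TMX (standard error 0.27, adjusted p = 3.96e-08). Between the injured groups it was 0.49, higher with TMX (standard error 0.28, adjusted p = 0.567).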

Our results agree with these observations since we observed overexpression of the Il-6 gene in the absence of TMX. There are only a few analyses of the transcriptome in rodent models of SCI, either in mice [46] or rats [47,48], and there is also a bioinformatic analysis using transcriptome data from mice retrieved from a public repository [49]. Those studies also observed enrichment of inflammation and immune response in the acute phase of the injury [46,47,48,49]. A previous study measured the effect of methylprednisolone on gene expression at different time points. The best response to treatment was observed in the first 8 h after injury, responsive genes were also involved in the inflammatory response [8]. This observation agrees with our results pointing out the importance of SCI pharmacological treatment within the first 24 h. This time window prevents the immune response from exacerbating, leading to neuronal damage. The other study identified unique differentially expressed genes at different time points. They found *Ccr1* and *Nos2* to be uniquely differentially expressed 24 h after SCI [47]. 

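Ccr1, a chemokine receptor of monocytes and neutrophils, was at 6.35 ± 0.53 (SD, n = 5) in SCI/TMX- and 6.11 ± 0.28 (SD, n = 6) in SCI/TMX+. Its log2 fold changes over the matching sham groups were 2.96 (standard error 0.20) and 2.66 (standard error 0.18). Nos2 had a log2 fold change of 1.55 (standard error 0.22) between SCI/TMX+ and Sham/TMX+. Between the injured groups the values were -0.23 for Ccr1 (standard error 0.19, adjusted p = 0.713) and -0.21 for Nos2 (standard error 0.23, adjusted p = 0.803). Animal 11b of SCI/TMX+ had a Nos2 signal of 6.10, apart from the other 5 rats of its group.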

We also observed overexpression of these two genes after SCI; however, treatment with TMX does not seem to have an effect on the overexpression of these two genes. Of particular interest is the case of *Lcn2*, TMX was able to downregulate its expression in non-injured rats. In rats with SCI, *Lcn2* was found overexpressed, this overexpression was persistent even in the presence of TMX. This observation pointed out that TMX could not be effective in counteracting the effect of SCI, at this time point, on certain genes involved in inflammatory reaction. On the other hand, TMX effectively suppressed the overexpression of *Ccr2*, which is a key factor for monocyte/macrophage recruitment at injured zones [44].

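In injured rats, the inflammatory lists as a whole did not pass camera for TMX except that of monocytes and macrophages. The median log2 fold change between SCI/TMX+ (n = 6) and SCI/TMX- (n = 5) was -0.03 over 23 chemokine genes (adjusted p = 0.58), and 0.03 over 23 cytokine genes (adjusted p = 0.3). It was 0.03 over 17 neutrophil genes (adjusted p = 0.58), 0.09 over 30 interferon-stimulated genes (adjusted p = 0.0665) and 0.11 over 13 complement genes (adjusted p = 0.0883). The mean of the chemokine list is positive and that of the neutrophil list negative, opposite to their medians. Without animals 13c and 15c of SCI/TMX-, the medians of cytokines, neutrophils and interferon-stimulated genes turned negative, at -0.08, -0.14 and -0.06. The chemokine median was then -0.05 and the complement median 0.02. None of these lists passed camera without these animals, the lowest adjusted p being 0.0727, for neutrophils. With all arrays, the median for 20 genes of monocytes and macrophages was -0.15, and 14 of the 20 had a negative value (adjusted p = 0.457 with an estimated correlation). Adjusted over the list alone, 6 were lower; Clec4e, a receptor for mycobacterial lipid, was at -0.53. None of the 20 had an adjusted p under 0.05 over all transcripts with limma, and 8 had an unadjusted p under 0.05. Without animals 13c and 15c, the median of this list was -0.29. Its adjusted p with camera at the preset correlation was then 2.87e-08, beside 0.00503 with all arrays. Of the 103 symbols of Table S2, 91 passed the thresholds between SCI/TMX+ and Sham/TMX+. From the behaviour of single genes such as Ccr2 and Lcn2, the paper proposes a mild effect of TMX on genes of the inflammatory response.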

Based on these observations, TMX seems to have a mild effect on the expression of key genes participating in the inflammatory response. In addition, the enrichment analysis using KEGG showed that inflammatory pathways were still present after TMX treatment.

### 4.4. Transcriptome Analysis for Identifying Potential Biomarkers of SCI

Previous studies conducting transcriptome analysis have not achieved the full delineation of the activated pathways after SCI but have provided valuable insights into potential biomarkers related to injury severity and functional recovery. For example, a previous study employing a system-analysis approach identified the product of the gene Anxa1 as a promising indicator of the severity of injury. The evidence showed that the levels of the Anxa1 protein could discriminate between moderate and severe injury with an accuracy of 93% [50]. In our study, all rats with SCI presented severe injury. Anxa1 was found to be upregulated after SCI, and treatment with TMX reversed Anxa1 overexpression. This observation suggests that TMX might prevent Anxa1 overexpression, supporting a protective role of TMX within the first 24 h after SCI. Nevertheless, experiments treating rats with severe and moderate injuries are necessary to corroborate the role of TMX. 

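Anxa1, which encodes annexin A1, a protein that resolves inflammation, had a log2 signal of 5.23 ± 0.39 (SD, n = 5) in Sham/TMX- and 7.54 ± 0.11 (SD, n = 5) in SCI/TMX-. This is a 4.93-fold rise (log2 fold change 2.30, standard error 0.14, adjusted p = 6.18e-12). In rats given TMX it stood at 5.13 ± 0.17 (SD, n = 6) in sham rats and 7.69 ± 0.21 (SD, n = 6) in injured rats, a log2 fold change of 2.56 (standard error 0.13, adjusted p = 9.41e-14). Between SCI/TMX+ and SCI/TMX- the log2 fold change was 0.15 (standard error 0.14, adjusted p = 0.746), and it stayed between 0.10 and 0.22 on leaving out any single array. The interaction of SCI and TMX was 0.26 (adjusted p = 0.839).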

This study contributes to the current knowledge regarding the changes in gene expression after SCI using a rat model. Our results showed differential expression of genes participating in the inflammatory response during the acute phase of SCI. TMX does not have the side effects of glucocorticoid drugs such as methylprednisolone, therefore, its value as a therapeutic resource deserves more investigation. Some limitations of our study include a small number of animals per group. However, our results on gene expression agree with previously published data. Additionally, we only analyzed SCI at one time point during the acute phase. Nevertheless, the current evidence stresses that this is the critical window for treating affected individuals. We do not have injuries of different severities; therefore, we do not have experimental support for the potential role of *Anxa1* as a useful biomarker. Nevertheless, the fact that *Anxa1* was overexpressed after injury opens the possibility that it is a potential biomarker. Our study is limited to gene expression analysis, further analyses of protein expression would corroborate our findings. However, our gene expression results agree with previous data, and protein analysis was beyond the scope of this study. We did not consider another route for TMX administration, making it difficult to extrapolate our results to a clinical scenario. However, we used one of the most accepted routes for drug administration in rat models. The data presented here add to the body of evidence about the critical role of the inflammatory reaction on SCI outcome. This and other gene expression profiles of SCI would be useful for selecting the best therapeutic targets and biomarkers in the future. Furthermore, our study contributes knowledge of the potential use of TMX for treating SCI. Based on our and other studies, the translation of TMX to the clinic requires additional investigation in animal models for testing its efficacy at different time points and on injuries of different severity. 

## 5. Conclusions

Cases of SCI are expected to increase in all countries, and new therapeutic resources are needed to improve the quality of life of affected individuals. The data presented here show that TMX has a mild effect on the genetic inflammatory response during the acute phase of SCI. These results contribute data regarding the effect on gene expression of TMX during the acute phase of SCI in a rat model. 

## Figures and Tables

**Figure 1:**
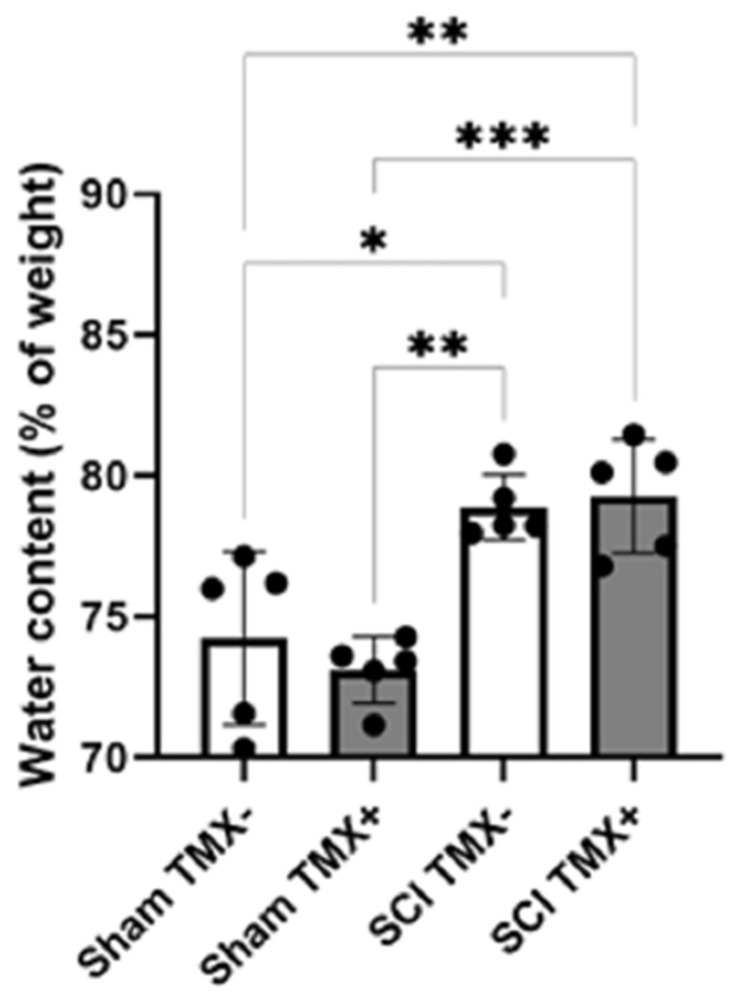
Edema formation in the spinal cord 24 h after traumatic SCI. The graph shows spinal cord water content measured 24 h after sham injury or SCI. No significant difference in the tissue water content was observed between the group injured without TMX (SCI TMX-) and the group injured treated with TMX (SCI TMX+). Sham TMX- was the non-injured and non-treated group. Sham TMX+ was non-injured and treated with TMX. Data are expressed as the mean ± SD (n = 5 per group, total N = 20). Significant differences were only observed in the comparison between the non-injured versus injured groups. * *p* < 0.05. ** *p* < 0.01. *** *p* ≤ 0.001. Two-way ANOVA followed by Tukey’s post hoc test was performed for this analysis.

**Figure 2:**
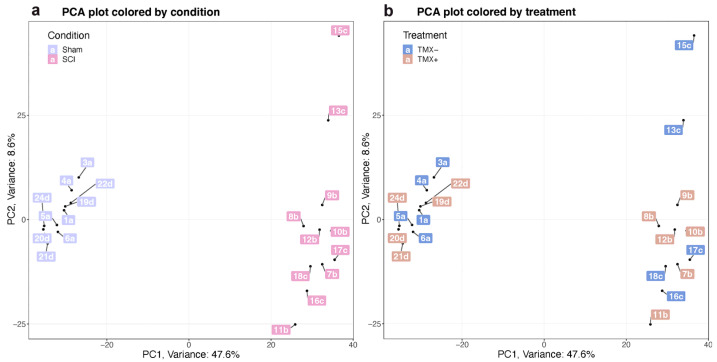
Principal component analysis (PCA) of microarray expression data. (**a**) PCA plot colored by condition, sham in lilac, SCI in pink. (**b**) PCA plot colored by treatment, without tamoxifen (TMX) in blue, treated with TMX in salmon. The number of each sample corresponds to the ID given for experimental purposes.

**Figure 3:**
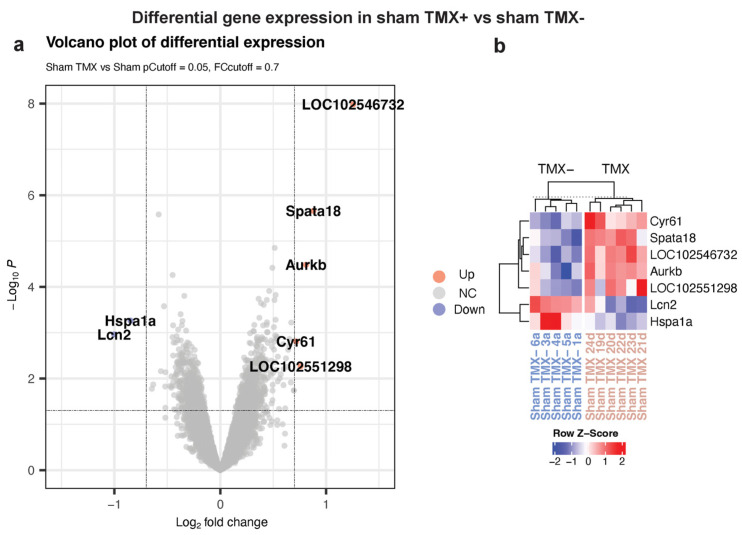
Differentially expressed genes in sham/TMX+ versus sham/TMX- rats. Volcano plot (**a**) and heatmap (**b**) showing the responsive genes to TMX treatment in sham rats.

**Figure 4:**
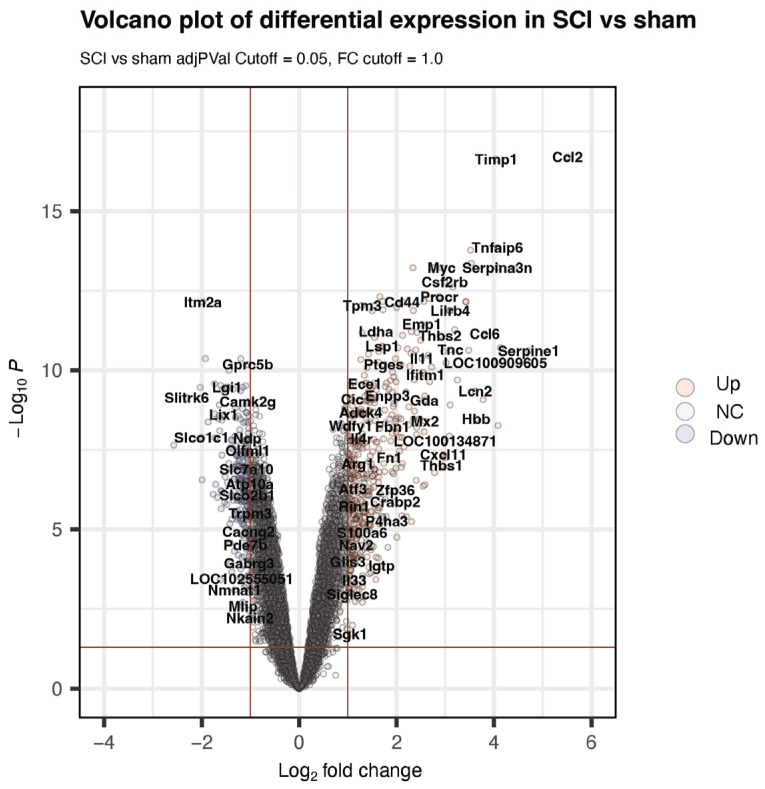
Volcano plot showing the responsive genes to spinal cord injury without TMX treatment. Genes differentially expressed when comparing the group with spinal cord injury (SCI) versus sham. Upregulated genes are shown in red, and downregulated genes are shown in blue. Table 2. Enrichment pathway analysis. Top five enriched functions when comparing the SCI/TMX- versus sham/TMX- groups.

**Figure 5:**
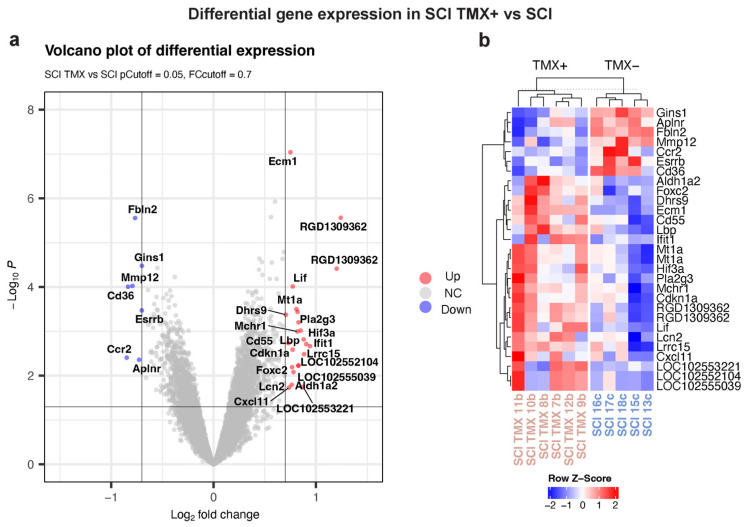
Responsive genes to TMX in the groups of rats with spinal cord injury after treatment with (TMX). Genes with differential expression when comparing the group with SCI/TMX+ versus SCI/TMX-. Volcano plot (**a**) and heatmap (**b**) showing the responsive genes to TMX treatment.

**Figure 6:**
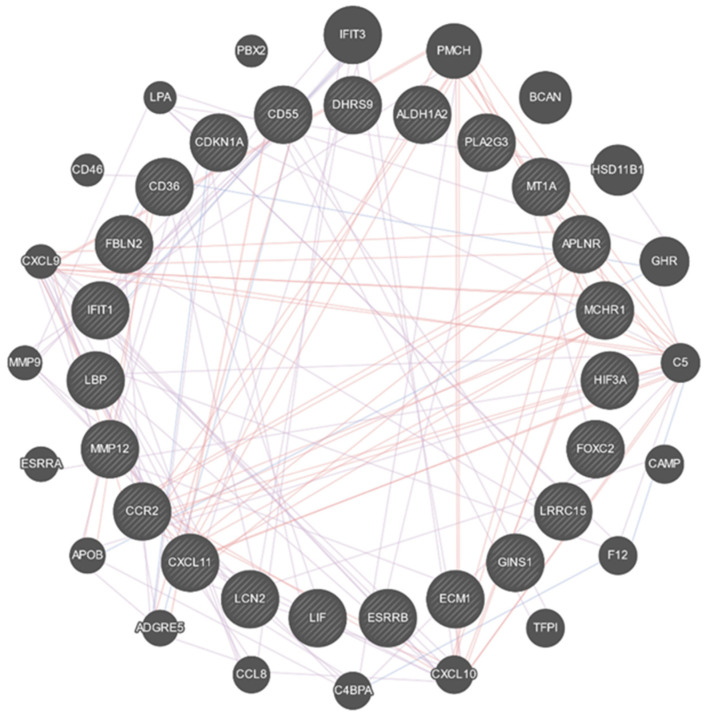
Interaction network between the transcripts with differential expression between the SCI/TMX- and SCI/TMX+ groups. In the inner circle are the 22 annotated genes with differential expression from the comparison between the SCI/TMX- and SCI/TMX+ groups. The outer circle is composed of the 21 genes able to interact with the genes from the inner circle according to Genemania. Interaction can be assigned based on evidence of co-expression (purple lines), colocalization (blue lines), or physical interaction (red lines).

**Table 1:** Differentially expressed genes from the comparison between the sham TMX+ and sham TMX- groups.

Transcript ID	Gene Symbol	Gene Name	Log2FC	*p* Value
mRNARGD7697195_1	*LOC102546732*	Uncharacterized LOC102546732	1.25611	1.05 × 10^−8^
NM_199374	*Spata18*	Spermatogenesis associated 18	0.8805877	2.20 × 10^−6^
NM_053749	*Aurkb*	Aurora kinase B	0.8106	3.29 × 10^−5^
ENSRNOT00000061950	*Hspa1a*	Heat shock 70 kD protein 1A	−0.8484825	0.0005
NM_130741	*Lcn2*	Lipocalin 2	−1.0030	0.0010
NM_031327	*Cyr61*	Cysteine-rich, angiogenic inducer, 61	0.7176	0.0015
mRNARGD7732176_1	*LOC102551298*	MLV-related proviral Env polyprotein-like	0.7595	0.0054

Log2FC, Expression fold change expressed in logarithm base 2.

**Table 2:** Enrichment pathway analysis. Top five enriched functions when comparing the SCI/TMX- versus sham/TMX- groups.

Database	Pathway	ID	Adjusted *p* Value
**WP**	Spinal cord injury	WP2433	0.00002
	Burn wound healing	WP5057	0.00153
	Type II interferon signaling (IFNG)	WP1289	0.00555
	Prostaglandin synthesis and regulation	WP303	0.01417
	Toll-like receptor signaling pathway	WP1309	0.04706
**KEGG**	Malaria	KEGG:05144	6.3 × 10^−7^
	TNF signaling pathway	KEGG:04668	6.3 × 10^−7^
	IL-17 signaling pathway	KEGG:04657	1.5752 × 10^−6^
	Cytokine-cytokine receptor interaction	KEGG:04060	8.8134 × 10^−6^
	Viral protein interaction with cytokine and cytokine receptor	KEGG:04061	8.8134 × 10^−6^
**Reactome**	Neutrophil degranulation	R-RNO-6798695	0.00002
	Innate Immune System	R-RNO-168249	0.00189
	Class A/1 (Rhodopsin-like receptors)	R-RNO-373076	0.00858
	Chemokine receptors bind chemokines	R-RNO-380108	0.01344
	Hemostasis	R-RNO-109582	0.01358

WP, WikiPathways. KEGG, Kyoto Encyclopedia of Genes and Genomes.

**Table 3:** Enrichment pathway analysis. Top enriched functions comparing the SCI/TMX- and SCI/TMX+ groups.

Database	Pathway	ID	Adjusted *p* Value
* WP	Complement and coagulation cascades	WP547	0.02669
	Spinal cord injury	WP2433	0.04960
	Toll-like receptor signaling pathway	WP1309	0.04960
**KEGG**	Complement and coagulation cascades	KEGG:04610	1.6415 × 10^−05^
	Viral protein interaction with cytokine and cytokine receptor	KEGG:04061	0.00392
	Cytokine-cytokine receptor interaction	KEGG:04060	0.00392
	Toll-like receptor signaling pathway	KEGG:04620	0.00392
	Fat digestion and absorption	KEGG:04975	0.00630
**Reactome**	Peptide ligand-binding receptors	R-RNO-375276	0.00014
	G alpha (i) signaling events	R-RNO-418594	0.00014
	GPCR ligand binding	R-RNO-500792	0.00014
	Class A/1 (Rhodopsin-like receptors)	R-RNO-373076	0.00235
	Signaling by GPCR	R-RNO-372790	0.00625

WP, WikiPathways. KEGG, Kyoto Encyclopedia of Genes and Genomes. * Only three pathways were retrieved when WP was used as the source database.

## Data Availability

The microarray data are available at the GEO database (https://www.ncbi.nlm.nih.gov/geo/, accessed on 5 September 2023), with the ID GSE229618.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cimb45090472/s1, Table S1: DEG_SCI TMX- vs. SHAM TMX-; Table S2: Genes participating in Enriched pathways; Table S3: DEG_SCI TMX- vs. SCI TMX+; Figure S1: (A) Venn diagram. (B) Summary of the number of differentially expressed genes.

How the deposited data were processed for this re-analysis (not part of the article)

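The 22 arrays each measured RNA from the spinal cord of 1 rat: 5 rats in Sham/TMX-, 6 in Sham/TMX+, 5 in SCI/TMX- and 6 in SCI/TMX+. The paper states that 24 rats were randomized and that 1 Sham/TMX- and 1 SCI/TMX- sample were dropped for RNA of low quality. Conditions were taken from the labels of the deposited samples, which also give each animal's label.

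The authors deposited 1 table of log2 values, made with the RMA function of oligo 1.56, which corrects the background, normalizes the arrays to one distribution by quantiles and summarises the probes of each transcript. The deposited log2 values were used without further normalization. Array medians lie between 5.41 and 5.47, and the table holds no missing value and no control probe set by name. Transcripts were named by the platform annotation, and 141 by the paper's own tables; 443 transcripts have the same 22 values as another and were tested as they stand. Gene positions were not used here, since the genome build of the array design is not given beside the reference.

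From these values, limma 3.58.1 in R 4.3.3 fitted the means of the 4 groups and tested 6 contrasts with moderated t tests, two-sided: SCI/TMX- minus Sham/TMX-, Sham/TMX+ minus Sham/TMX-, SCI/TMX+ minus SCI/TMX-, SCI/TMX+ minus Sham/TMX+, SCI/TMX+ minus Sham/TMX-, and the interaction, which is the difference between the effects of TMX in SCI and in sham rats. The fit has 18 residual degrees of freedom and 6.99 prior ones. Adjusted p-values of genes are those of limma by the method of Benjamini and Hochberg over the 23188 transcripts. SCI was called at an adjusted p under 0.05 with a log2 fold change beyond 1, TMX at an unadjusted p under 0.05 with a log2 fold change beyond 0.7, as the paper's methods state, and the interaction at an adjusted p under 0.05. The paper's own fit used limma 3.48.3.

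Gene lists for cell types and responses, 39 in all, were tested with camera at a preset correlation of 0.01, two-sided, and adjusted over the 39 lists of each contrast. They were written from general knowledge, fixed before the value table was seen but after the study's own tables of called genes (Tables S1 and S3) had been read. Beside each count of list members stands the count adjusted over the list alone. A camera result was also computed with a correlation estimated from the residuals.

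Genes are named in the text by a rule set before the data were examined: every gene that the study names in its Results, Discussion, Table 1 or Table S3; the 10 highest and 10 lowest log2 fold changes between SCI/TMX- and Sham/TMX- among called transcripts whose groups do not overlap; the 5 smallest p-values in each direction of each TMX contrast and of the interaction; and up to 4 members of each list with the largest moderated t. Values of genes in the study's tables had been seen before the rule was written. A gene with several transcripts was taken at the one with the highest mean, unless the study gives its identifier; Hspa1a and LOC102551298 of Table 1 were identified as the only transcripts whose log2 fold change matches the printed value. Unnamed transcripts were counted but not named. The values of 1 gene that the rule names are not reported here, and it stays in the counts.

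The contrasts, thresholds, lists and alternatives were set before the data were examined. Principal components were computed on centred values without scaling, and the separation of SCI and sham on component 1 was tested with 100000 permutations of the labels. Shares of variance were tested exactly over every division of the 11 arrays of a condition. Counts were compared with those of 100 divisions of the same arrays, the real one included. Overlaps of calls that share arrays were compared with 100 simulated sets with no TMX effect, whose residuals were drawn from the arrays of all groups. Hierarchical clustering used complete linkage and Euclidean distance on z-scores, as Fig. 5 of the paper prints a row z-score.

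The alternatives were: eBayes with a trend and robust; the transcripts of low signal left out, which keeps 11594; array medians subtracted; quantile normalization once more; array weights; the replicate number as a block; only the groups compared in the fit; 1 transcript per gene (15160); each array left out in turn; animals 13c and 15c left out; thresholds exchanged between SCI and TMX comparisons; no minimum fold change; treat of limma with a fold of 0.5; an unadjusted p under 0.05 with 0.7 for the interaction; unit-variance scaling of the components; and, for lists, an estimated correlation and fry of limma, directional and in either direction. Keeping control probe sets, also planned, was not run, since the table holds none.

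The steps were tested on simulated data, in which known log2 changes were added to 50 transcripts each. The SCI thresholds recovered 2%, 48%, 100% and 100% of changes of 0.7, 1, 1.5 and 2, with 0 unchanged transcripts called, and the TMX thresholds recovered 52%, 98%, 100% and 100%, with 2 unchanged transcripts called. The simulated noise was independent between transcripts and equal in all groups, so these last counts are not the rate of false calls in the real arrays. Other divisions of the real SCI arrays called a median of 6 transcripts at the TMX thresholds, and up to 38. Array signal sets the precision, and the values of transcripts near the background carry more error than the others. The edema, pathway enrichment and network results of the paper were not analysed here.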

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

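The tests of the clustering, of animals 13c and 15c, and of chance assignment and shared genes for the glucocorticoid list were chosen only after the result was seen, and the other tests in this part were set beforehand.

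Single rats stood apart from their group in 4 of 68 groups tested, 60 of named genes and 8 of component scores, where chance gives 3.4. All 4 are of genes: the log2 signal of Spata18 was 3.86 in animal 21d of Sham/TMX+ (the others 4.39 to 4.65) and 3.08 in animal 10b of SCI/TMX+ (the others 2.74 to 2.86), that of Ccr2 was 4.20 in animal 20d of Sham/TMX+ (the others 4.63 to 4.77), and that of Nos2 was 6.10 in animal 11b of SCI/TMX+ (the others 4.91 to 5.32).

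In sham rats, 10 lists that the paper does not discuss passed camera for TMX. Higher with TMX were extracellular matrix (median log2 fold change 0.16, 23 of 27 genes positive, adjusted p = 5.98e-05), oligodendrocytes and myelin (0.15, 17 of 21, 5.98e-05), cholesterol synthesis (0.11, 15 of 18, 0.000308), resting astrocytes (0.08, 20 of 22, 0.0129), retroviral Env-like transcripts (0.64, 3 of 4, 0.0137), glutamate receptors (0.06, 13 of 17, 0.0178) and GABA A receptors (0.13, 8 of 10, 0.0307). Lower were heat shock (-0.09, 2 of 11 positive, 0.0129), hypoxia and glycolysis (-0.11, 4 of 18, 0.0129) and neutrophils (-0.13, 5 of 17, 0.0178). The retroviral Env-like list counts LOC102552104 and LOC102555039 separately, though their values are equal in every array. With an estimated correlation 0 of the 10 pass, the lowest adjusted p being 0.305, and fry of limma gives 0.

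In injured rats, 8 lists passed for TMX. Higher were the glucocorticoid response (0.41, 22 of 23 positive, adjusted p = 2.38e-11), neurons and synapses (0.14, 21 of 25, 3.57e-05, with Cplx1 at 0.31 and Vamp2 at 0.47), ion channels (0.12, 14 of 17, 0.00218), retroviral Env-like transcripts (0.83, 4 of 4, 0.00678) and red blood cells (0.20, 9 of 10, 0.032). Lower were the cell cycle (-0.23, 2 of 26 positive, 7.03e-06, with Top2a at -0.58), cholesterol synthesis (-0.15, 4 of 18, 0.000165, with Hsd17b7 at -0.37) and monocytes and macrophages (-0.15, 6 of 20, 0.00503). Among the 4 retroviral Env-like transcripts, LOC102552104 and LOC102555039 have equal values in every array and set the median. Both are in the study's Table S3, which was read before the lists were written. This list therefore gives no independent support for an effect of TMX. With an estimated correlation 0 of the 8 pass, the lowest adjusted p being 0.388, and fry of limma gives 0, or 10 in either direction. Without animals 13c and 15c, the medians and adjusted p-values with camera were 0.27 and 2.16e-05 for the glucocorticoid response, 0.04 and 0.160 for neurons and synapses, 0.13 and 0.0260 for ion channels, 0.69 and 0.300 for retroviral Env-like transcripts and 0.03 and 0.712 for red blood cells. They were -0.25 and 1.24e-07 for the cell cycle, -0.17 and 2.73e-06 for cholesterol synthesis and -0.29 and 2.87e-08 for monocytes and macrophages.

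For the interaction of SCI and TMX, 9 lists passed camera. The change with TMX was lower in injured than in sham rats for cholesterol synthesis (median -0.28, adjusted p = 3.76e-08), extracellular matrix (-0.21, 0.000749), monocytes and macrophages (-0.20, 0.00422), the cell cycle (-0.16, 0.00452) and oligodendrocytes (-0.13, 0.0226). It was higher for the glucocorticoid response (0.35, 3.8e-05), ion channels (0.09, 0.0168), neurons and synapses (0.10, 0.0168) and red blood cells (0.40, 0.0315). With an estimated correlation 0 pass, the lowest adjusted p being 0.394.

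Chance division of the arrays can be excluded for the 3 comparisons of SCI with sham, where 1 of 100 divisions, the real one, gave as many transcripts: 708 against at most 196 for SCI/TMX- and Sham/TMX-, 706 against 267 for SCI/TMX+ and Sham/TMX+, and 619 against 192 for SCI/TMX+ and Sham/TMX-. It cannot be excluded for TMX in sham rats, with 7 transcripts (15 of 100 divisions gave as many, the highest other being 15) and 10 lists (5 of 100, highest 13), or for the 8 lists in injured rats (47 of 100, highest 14). For the interaction, with 0 transcripts, the test decides nothing, since every division gives as many by construction (100 of 100, highest 9).

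The 30 transcripts between SCI/TMX+ and SCI/TMX- may be due in part to chance and to animals 13c and 15c. As many came from 9 of 100 divisions of the same arrays (the highest other 38), so chance cannot be excluded. Without 13c and 15c, 5 of the 23 higher transcripts passed, against 12 to 22 without any other pair of SCI/TMX- arrays, and 5 of the 7 lower ones, against 3 to 6, which argues against these animals as the source of the lower ones. The clustering by treatment was reached by 7.32% of 82 other divisions with their own transcripts on z-scores; on unscaled values, the form tried first, the real transcripts misplaced animal 8b and 3.66% of divisions grouped all arrays, so a part of selection in it cannot be told apart from treatment. An effect of TMX on these genes in injured cord stays open beside these explanations.

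Ccr2, Mmp12, Cd36 and Fbln2 were higher after SCI and lower with TMX, and the SCI/TMX- arrays shared by both comparisons could give such a set: 12 of 100 simulated sets with no TMX effect held 4 or more. Divisions in which no array served both comparisons (2 arrays against sham and 3 against TMX+) still gave 3 to 10 such transcripts, median 4, so sharing is not needed for a set of this size. For the 13 transcripts higher in both, 0 of 100 sets held as many, by the narrow margin of a highest of 12. These sets cannot decide on sharing as the source, since shared arrays enter both comparisons with opposite sign. That works against transcripts higher in both. The same divisions, with no shared array, gave 2 to 37 (median 12), so sharing is not needed for a number of this size. A part of animals 13c and 15c in the 13 stays open, since the count was 2 when these 2 served only the comparison with sham. It was 77 when they alone served the one with TMX+. That count is from the other form of division, with 3 arrays against sham and 2 against TMX+, which gave 2 to 77 (median 18). A lowering of these 4 genes by TMX stays open, since Fbln2 alone has an adjusted p under 0.05.

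The glucocorticoid list had a mean log2 fold change of 0.426 with TMX in injured rats (two-sided exact permutation test, p = 0.0152), among them Fkbp5 at 0.67, Hif3a at 0.91 and Cdkn1a at 0.77; the study's Table S3 holds 4 of its 23 members. Chance assignment of the rats cannot be excluded, since the p adjusted over the 39 lists, chosen after the unadjusted one was seen, is 0.295. Its 7 members outside the other lists, Table 1 and Tables S1 and S3 had a mean of 0.430 (exact permutation test, p = 0.0173). With 6 members of Table S1 kept, the mean was 0.350 (exact permutation test, p = 0.0173). The higher values are thus not confined to the shared genes. These p-values are unadjusted, for a list singled out of the 39 on the same arrays, so they do not exclude chance. The median was 0.274 without 13c and 15c and 0.308 to 0.486 without other pairs; their part cannot be told apart, as 0.274 lies near the bound of the test, for which a margin of 1 SD (0.0607) was set after a first reading had excluded them. A stress hormone response to the treated injury may contribute, and it was not tested.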

How the results depend on the processing

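All alternatives were set before the data were examined; removing animals 13c and 15c had been planned, but its use in tests of cause was chosen after the result was seen. The counts of SCI against sham stayed within 1.5 times under each alternative except the TMX thresholds and no minimum fold change. By construction, the TMX thresholds give 1784, 1799 and 1565 transcripts for SCI/TMX- against Sham/TMX-, SCI/TMX+ against Sham/TMX+ and SCI/TMX+ against Sham/TMX-. An adjusted p under 0.05 with no minimum fold change gives 7088, 7897 and 6777. For TMX in sham rats, the 7 transcripts were 4 without transcripts of low signal, 3 with no minimum fold change, 1 with the SCI thresholds, and 6 to 16 on leaving out single arrays (11 without 1a, 16 without 6a, 12 without 19d, 11 without 22d, 11 without 23d). For TMX in injured rats, the 30 were 17 without low signal, 15 with array weights, 5 with no minimum fold change, 1 with the SCI thresholds, and 16 to 63 on leaving out single arrays (16 without 11b, 46 without 12b, 19 without 15c, 63 without 16c). The interaction gave 67 at an unadjusted p under 0.05 with 0.7, and 0 to 1 on leaving out single arrays (1 without 21d). The 17 transcripts shared by SCI and TMX were 7 with array weights and 11 to 30 on leaving out single arrays (11 without 11b or 15c, 30 without 16c). Component 1 held 66.1% without low signal, 54.3% without 13c and 15c, 28.8% with unit variance, and 50.5% to 52.95% on leaving out single arrays. The share of variance explained by TMX within condition, sham, was 12.3% to 14.8% on leaving out single arrays, past 0.05 except without Sham/TMX- replicate 1 (12.9%) and without Sham/TMX+ replicate 6 (13.0%). Of the lists, the 10 for TMX in sham rats were 0 with an estimated correlation and 0 with fry, directional or in either direction, and 7 to 14 on leaving out single arrays; the 8 in injured rats were 0 with an estimated correlation, 0 with fry, 10 with fry in either direction, 13 with the replicate block and 6 to 13 on leaving out single arrays (13 without 9b and 13 without 16c); and the 9 of the interaction were 0 with an estimated correlation, 0 with fry, 3 with fry in either direction and 5 to 10 on leaving out single arrays (5 without 11b and 5 without 22d). The cause of these moves was not tested beyond the fewer transcripts or arrays and the other thresholds that some alternatives bring by construction. Over all alternatives, 521 counts and shares were the same, 33 moved, 2 passed anew and 9 no longer passed. Of gene lists, 7176 were the same, 151 passed anew and 143 no longer passed. Of named genes, 4306 were the same, 15 passed anew and 121 no longer passed, and 49 changed sign while called in neither fit. Sign changes of a named gene called in either fit, or of a list past the threshold in both, came to 0. The replicate numbers do not pair the arrays: over 31 pairs of equal number the median correlation was 0.018, and 6 of 22 arrays had their best match at their own number. Keeping control probe sets was not run, as the table holds none, and signal near the background limits what weakly expressed transcripts can show.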

Differences from the paper's values

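None of the numbers compared with the paper differed by the criteria set before the data were examined, and none of the tests here was chosen after the result was seen. Table S2 holds 103 different symbols, close to but not equal to the number in the paper's text. The paper states that TMX reversed the change of Anxa1; here Anxa1 was 0.15 higher on the log2 scale in SCI/TMX+ than in SCI/TMX- (adjusted p = 0.746 from limma), while its rise after SCI without TMX, 2.30, is in the paper's direction.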

Other observations

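The comparison of the glucocorticoid list between injured and sham rats and the removal of members in Table S1 were chosen only after the result was seen. The mean log2 fold change of the list with TMX was 0.0566 in sham rats (two-sided exact permutation test, p = 0.613; 13 of 23 genes positive), and the difference between injured and sham rats was 0.370 (exact permutation test over 213444 pairs of divisions, p = 0.0905). Without animals 13c and 15c, the mean over all 23 members in injured rats was 0.292 (exact permutation test, p = 0.107; 20 positive), and over the 13 members in no other list, Table 1 or Table S3 it was 0.310 (exact permutation test, p = 0.0952; 12 positive). Over the 7 of these outside Table S1 it was 0.387 (exact permutation test, p = 0.0833; 7 positive).

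After SCI without TMX, the glucocorticoid list had 13 of 23 genes higher and 3 lower (14 and 3 adjusted over the list alone; median 1.04, adjusted p = 5.44e-06 with camera, adjusted p = 0.119 with an estimated correlation), and the study's Table S1 holds 13 of the 23. Circadian genes had 6 of 13 lower and 1 higher (7 and 1 adjusted over the list alone; median -0.32, adjusted p = 0.00478; adjusted p = 0.0891 with an estimated correlation), Dbp among them at -1.63. Genes of xenobiotic metabolism had 7 of 16 lower and 2 higher (7 and 2 adjusted over the list alone; median -0.34, adjusted p = 0.0111; adjusted p = 0.0706 with an estimated correlation).

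Of the lists that did not pass camera after SCI, the medians and adjusted p-values were -0.04 and 0.163 for the endothelial barrier, 0.06 and 0.104 for the estrogen response, 0.11 and 0.0979 for meningeal fibroblasts, 0.18 and 0.159 for heat shock, -0.10 and 0.368 for oligodendrocyte precursors, -0.34 and 0.216 for retroviral Env-like transcripts and -0.03 and 0.547 for skeletal muscle. The median and mean differ in sign for cholesterol synthesis (-0.01 and 0.02, adjusted p = 0.594), lipid efflux (-0.16 and 0.06, adjusted p = 0.505) and Schwann cells (-0.25 and 0.21, adjusted p = 0.804).

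TMX is a ligand of the estrogen receptor; for 20 estrogen-response genes the median log2 fold change in injured rats was -0.01 and the mean 0.02 (adjusted p = 0.933 with camera), and the interaction had an adjusted p of 0.909.

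Without animals 13c and 15c, 23 of the 31 transcripts past the thresholds for TMX in injured rats were lower, Clec4e (-0.76, adjusted p = 0.0331) and Cd36 (-1.07, adjusted p = 0.0331) among them. Leaving out other pairs of SCI/TMX- arrays gave up to 130 transcripts, without 16c and 18c.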
